# Mitochondrial nicotinamide adenine dinucleotide reduced (NADH) oxidation links the tricarboxylic acid (TCA) cycle with methionine metabolism and nuclear DNA methylation

**DOI:** 10.1371/journal.pbio.2005707

**Published:** 2018-04-18

**Authors:** Oswaldo A. Lozoya, Inmaculada Martinez-Reyes, Tianyuan Wang, Dagoberto Grenet, Pierre Bushel, Jianying Li, Navdeep Chandel, Richard P. Woychik, Janine H. Santos

## Abstract

Mitochondrial function affects many aspects of cellular physiology, and, most recently, its role in epigenetics has been reported. Mechanistically, how mitochondrial function alters DNA methylation patterns in the nucleus remains ill defined. Using a cell culture model of induced mitochondrial DNA (mtDNA) depletion, in this study we show that progressive mitochondrial dysfunction leads to an early transcriptional and metabolic program centered on the metabolism of various amino acids, including those involved in the methionine cycle. We find that this program also increases DNA methylation, which occurs primarily in the genes that are differentially expressed. Maintenance of mitochondrial nicotinamide adenine dinucleotide reduced (NADH) oxidation in the context of mtDNA loss rescues methionine salvage and polyamine synthesis and prevents changes in DNA methylation and gene expression but does not affect serine/folate metabolism or transsulfuration. This work provides a novel mechanistic link between mitochondrial function and epigenetic regulation of gene expression that involves polyamine and methionine metabolism responding to changes in the tricarboxylic acid (TCA) cycle. Given the implications of these findings, future studies across different physiological contexts and in vivo are warranted.

## Author summary

Epigenetic changes in the nucleus play a role in the regulation of gene expression, and metabolism has been shown to affect the epigenome. As mitochondria are not only the powerhouses but also important metabolic hubs in cells, changes in mitochondrial metabolism are likely to affect the epigenome and, as such, gene expression. However, it remains unclear whether mitochondrial function can affect epigenetics, and if such effects alter gene expression. In this work, we used cell culture systems in which mitochondrial function was genetically manipulated to simultaneously study the effects on metabolism, the epigenome, and gene expression. Such approach revealed that loss of mitochondrial respiration leads to a cell-wide metabolic rewiring primarily centered on amino acids, which altered DNA methylation in the nucleus by affecting methionine and polyamine metabolism. We found that these changes preferentially occur in genes responding to mitochondrial dysfunction. Most notably, all these effects could be reversed by maintaining nicotinamide adenine dinucleotide reduced (NADH) oxidation in the mitochondria, revealing a novel link between these organelles and DNA methylation. Given the involvement of mitochondria in many disease conditions, this work opens new challenges and opportunities to understand and potentially manipulate mitochondrial function in health and disease.

## Introduction

Mitochondrial function is key to normal cellular physiology, given the many different biochemical process that occur in the organelle [1]. A tremendous amount of effort over the past several decades has been dedicated to understanding how mitochondrial dysfunction impacts the cellular environment and organismal health. This has been largely based on studies of rare mitochondrial diseases that share many molecular mechanisms with more common disorders that also present with mitochondrial dysfunction, e.g., Parkinson’s disease, cancer, and diabetes. Despite these efforts, fundamental aspects of how mitochondria function impacts cellular physiology remain ill defined. For instance, how the mitochondria communicate with and impact reactions within the nucleus is poorly understood. The gene expression program(s) and metabolic rewiring that change in response to mitochondrial dysfunction are not clear. It is also not known whether mitochondrial-driven epigenetic changes impact gene transcription. Finally, despite the fact that mitochondrial dysfunction can increase DNA methylation [2,3], a mechanistic link between these effects is still missing.

We recently described a novel cell culture model of progressive mitochondrial DNA (mtDNA) depletion in the human embryonic kidney 293 (HEK293) background [4]. This model relies on the inducible expression of a mutant mtDNA polymerase gamma that works as a dominant negative, herein called DN-POLG (dominant-negative DNA polymerase gamma transgene). Upon addition of doxycycline, DN-POLG is expressed, and over a period of 9 days, the mtDNA is completely depleted. Because the mtDNA encodes critical components of the electron transport chain (ETC)—which generates ATP using tricarboxylic acid (TCA) cycle–derived nicotinamide adenine dinucleotide reduced (NADH) or flavin adenine dinucleotide hydroquinone (FADH_2_)—by depleting the mitochondrial genome, we can regulate electron transport, ATP production, and the flux through the TCA cycle. Additionally, because a membrane potential (ΔΨm) is generated as a byproduct of the ETC, producing reactive oxygen species (ROS), we can also modulate redox signaling. Using this model, we showed that complete loss of mtDNA and of ETC function (achieved at day 9) led to severe mitochondrial dysfunction and loss of cell proliferation. We also showed that, concomitant to loss of mtDNA, histone acetylation was decreased in the nucleus. Using isogenic cells that ectopically express 2 nonmammalian proteins—NADH dehydrogenase-like 1 (NDI1) and alternative oxidase (AOX)—we found that maintenance of NADH oxidation with a pseudo-ETC was sufficient to preserve levels of histone acetylation but had no impact on cellular proliferation in the absence of mtDNA. Conversely, by deleting ATPase inhibitory factor subunit 1 (ATPIF1), a regulatory subunit of the mitochondrial ATPase, we showed that maintenance of the ΔΨm without rescue of histone acetylation or ATP production sustained cell proliferation under conditions of complete mtDNA loss, seemingly by restoring redox signaling [4].

The unique progressive nature of mtDNA depletion and mitochondrial dysfunction of this cell culture system provides an exceptional opportunity to fill some of the gaps of knowledge in the field. In this study, we took advantage of this model to gain insights into how cells respond to stepwise mitochondrial dysfunction from transcriptomic, metabolic, and epigenetic perspectives. Our approach revealed that metabolic, epigenetic, and gene expression changes initiate prior to detectable signs of mitochondrial dysfunction, primarily centering on an amino acid response that also aims to sustain the TCA. Unexpectedly, we found that polyamine metabolism is significantly changed upon mitochondrial dysfunction; this, in turn, impacts the methionine cycle and DNA methylation in ways that are independent of serine-driven one-carbon (1C) remodeling or transsulfuration.

## Results

### MtDNA depletion drives dynamic transcriptional changes centered on acetyl coenzyme A (acetyl-CoA) metabolism

The progressive nature of mtDNA depletion in the DN-POLG system provided us with a unique opportunity to address fundamental questions about the nuclear response to progressive mitochondrial dysfunction. We took an integrative approach that involved transcriptomic, metabolomics, and epigenetic analyses at each time point (days 0, 3, 6, and 9) during the course of complete mtDNA depletion. Furthermore, we utilized the cells expressing NDI1/AOX to define the responses to complete mtDNA loss that were specifically linked to NADH oxidation in the mitochondria. A schematic representation of this integrative approach is shown in S1A Fig. The reproducibility of the results is shown in S1B–S1G Fig.

We started by performing RNA sequencing (RNA-seq) at days 0, 3, 6, and 9 in the DN-POLG cells, and found 2,854 genes (S1 Data), including all mtDNA-encoded transcripts, whose expression was changed (adjusted *p* ≤ 0.05) at any given day compared to day 0 (Fig 1A). When stratifying by day, we found 236 differentially expressed genes (DEGs) at day 3, which were mostly (78%) upregulated, while we found 2,135 DEGs at day 6 (1,064 upregulated and 1,071 downregulated). At day 9 we found 1,272 DEGs, most of which (64%) were upregulated (Fig 1B). Common to all time points were 121 DEGs, including POLG that was upregulated at least 7-fold relative to day 0 (S1 Data). The identification of over 200 DEGs at day 3 was surprising given the lack of significant changes in mitochondrial function at this time [4]. Our model also revealed progressive upregulation of fibroblast growth factor 21 (FGF21) and growth differentiation factor 15 (GDF15) relative to day 0 (S1 Data). FGF21 and GDF15 are metabolic cytokines induced in patients and mouse models of mtDNA or protein translation defects, which have been proposed as biomarkers of mitochondrial dysfunction [1]. Validation of randomly selected genes by quantitative real-time PCR can be found in S2A Fig.

**Fig 1:**
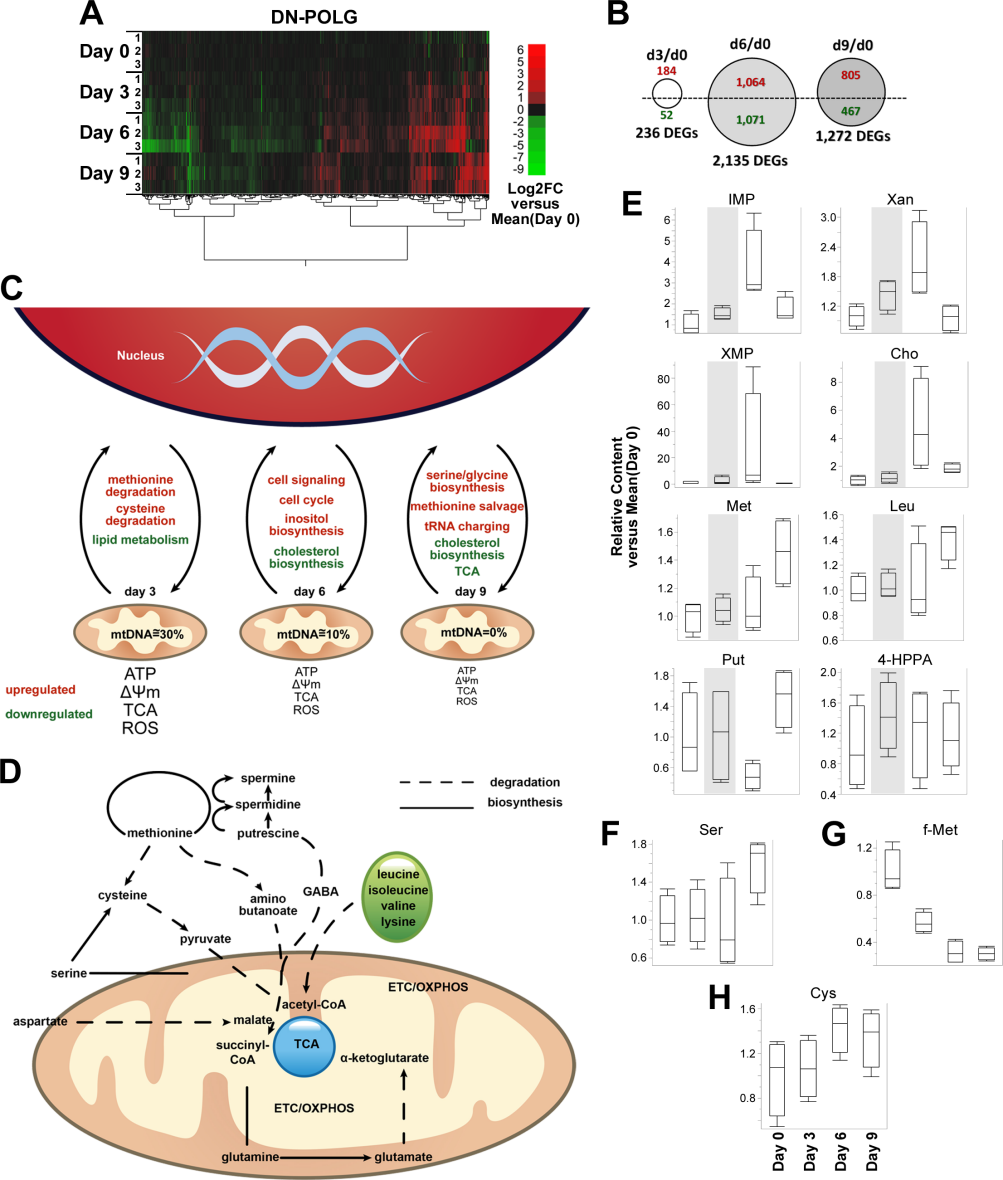
Differential regulation of transcriptional and metabolic profiles in DN-POLG cells in the course of inducible mtDNA depletion. RNA-seq was performed from DN-POLG cells at days 0, 3, 6 and 9 of doxycycline supplementation; *N* = 3 biological replicates per time point. Transcriptional profiling was based on DEGs identified using log2-transformed fold-changes in RPKM versus the mean at day 0 (Log2FC) in two-way ANOVA tests (gene × time) at an adjusted Benjamini-Hochberg *p* ≤ 0.05. (A) Unsupervised clustering analysis of log_2_-fold expression changes versus average of day 0 for DEGs observed in DN-POLG cells by RNA-seq; increased (red) or decreased (green) expression. (B) Number of DEGs identified in DN-POLG cells at days 3, 6 and 9 of doxycycline supplementation compared to day 0 (circle plots, top). (C) Schematic representation of the main transcriptional responses associated to DEGs in DN-POLG cells at days 3, 6 and 9 of dox-inducible mtDNA depletion in DN-POLG cells, per IPA. (D) Schematic representation of interconnected amino acid and methionine metabolic pathways associated to differentially enriched metabolites at days 3, 6, and 9 of dox-inducible mtDNA depletion in DN-POLG cells (*N* = 4 per time point), per IPA. (E–H) Box plots of relative content versus day 0 (IQR-outlier format) depict distribution of individual replicates in DN-POLG cells within statistical groups for (E) IMP, Xan, XMP, Cho, Met, Leu, Put, 4-HPPA, (F) Ser, (G) f-Met, and (H) Cys; partial gray backgrounds highlight metabolite relative contents at day 3 in (E). Underlying data are reported in S1 Data for (A) and (B); S2 Data for (C) and (D); and S3 Data for (E–H). 4-HPPA, 4-hydroxyphenylpyruvate; Cho, choline; Cys, cysteine; DEGS, differentially enriched genes; DN-POLG, dominant-negative DNA polymerase gamma transgene; ETC, electron transport chain; f-Met, N-formylmethionine; GABA, γ-aminobutyric acid; IMP, inosine 5'-monophosphate; IPA, Ingenuity Pathway Analysis; Leu, leucine; Met, methionine; mtDNA, mitochondrial DNA; OXPHOS, oxidative phosphorylation; Put, putrescine; RNA-seq, RNA sequencing; ROS, reactive oxygen species; RPKM, reads per kilobase per million; Ser, serine; TCA, tricarboxylic acid; Xan, xanthine; XMP, xanthosine 5'-monophosphate.

The use of Ingenuity Pathway Analysis (IPA) revealed that, globally, the genes modulated during the course of mtDNA depletion enriched for tRNA charging, cholesterol biosynthesis, glutamate (via 4-aminobutyrate) and putrescine degradation, and D-myo-inositol-5-phosphate metabolism (top 10, S2 Data). These results are consistent with the loss of mtDNA having a negative impact on oxidative TCA flux, since glutamate degradation can contribute to the cycle as precursor for succinate. Likewise, putrescine can contribute to the TCA as succinate via γ-aminobutyric acid (GABA) catabolism [5], known to occur in cells beyond the central nervous system [6]. To our knowledge, this is the first report to identify polyamine metabolism as responsive to loss of mitochondrial function. Inositols are sensitive to glucose and NADH levels [7], the metabolism of which is also impacted by loss of mtDNA. To understand how DN-POLG cells respond to progressive loss of mtDNA, we next stratified the analysis based on time point and the directionality of gene changes. We reasoned that the genes modulated at day 3 would reflect early responses to mtDNA depletion that take place prior to signs of mitochondrial dysfunction [4]. Those DEGs at day 6 would reveal responses to significant loss of ETC function and the pathways directly linked to this process—e.g., ATP production and the oxidative TCA—while the ones detected at day 9 would reveal adaptive changes within the cell. A summary of the main transcriptional responses identified at each time point is shown in Fig 1C.

Most genes detected at day 3 (184) were upregulated and enriched for methionine and cysteine degradation (S2 Data). Alterations in the methionine cycle have not been directly associated with mitochondrial dysfunction, although channeling of 1C units toward transsulfuration of homocysteine to cysteine, a branch point in the methionine cycle, has been recently reported [8,9]. However, the degradation of methionine can ultimately input into the TCA cycle by contributing pyruvate (through cysteine) and succinyl-CoA through aminobutanoate [10–12]; this would provide a link between mtDNA depletion and methionine degradation. Nevertheless, it was surprising to identify these changes at day 3 when no significant alterations in mitochondrial function were identified [4]. Concomitant to the degradation of methionine, we observed DEGs involved in the recycling (or salvage) of this amino acid through betaine, which was likely an attempt to maintain methionine levels (S1 and S2 Data). The 52 genes downregulated at day 3 were enriched for lipid metabolism, presumably to spare acetyl-CoA, and endothelial nitric oxide synthase (eNOS) signaling (S2 Data).

The 2,135 DEGs identified at day 6 enriched for pathways involved in cell signaling, cell cycle regulation, and inositol metabolism, which were driven by the upregulated genes (S2 Data). The 1,071 downregulated genes enriched primarily for inhibition of cholesterol biosynthesis, which is in line with the suppression of fat metabolism initiated at day 3 (S2 Data). Because cell proliferation is affected at day 6 [4] and cholesterol has roles in membrane structures, inhibition of cholesterol biosynthesis—in addition to sparing acetyl-CoA—may be a response to loss of cell division.

When mtDNA was fully depleted at day 9, the 805 upregulated genes enriched for serine and glycine metabolism, as was recently reported by others [8,9], and for methionine salvage through betaine. The use of betaine to recycle methionine, which is a folate-independent pathway, may reflect serine-associated folate being channeled to purine metabolism [9]. We also identified changes in tRNA charging, which suggests an attempt by the cell to preserve cytosolic protein synthesis (S2 Data). Inhibition of cholesterol biosynthesis, as found at day 6, was the top category identified with the 467 DEGs that were downregulated (S2 Data). We found at day 9 that the degradation of several proteinogenic amino acids was inhibited and that the TCA cycle was suppressed (S2 Data); this is consistent with their utilization for protein synthesis rather than, for instance, supplying precursors for the TCA.

IPA can also predict upstream regulators involved in driving the transcriptional programs identified. Activating transcription factor 4 (ATF4) is a transcription factor recently linked to a mitochondrial stress response [13] and was predicted only when evaluating the genes that were upregulated under our experimental conditions, irrespective of the degree of mitochondrial dysfunction (S2B Fig). Conversely, several upstream regulators were predicted to be associated with the downregulated genes, including tumor protein p53 (TP53), MYC, and peroxisome proliferator activated receptor alpha (PPARα). The only gene consistently predicted to play a role in the inhibitory responses at all times was the major facilitator superfamily domain-containing protein 2a (MFSD2A) (S2B Fig), which has been recently linked to fatty acid oxidation [14].

### Changes in purine nucleotides, the methionine cycle, and the TCA drive the early metabolic response to mtDNA depletion

We previously performed a metabolomics analysis in DN-POLG cells at days 0, 3, 6, and 9 and showed that many metabolites were changed during mtDNA depletion [4]. To gain more insights into the progressive remodeling of the metabolome as a function of mtDNA depletion, and to explore the relationship with the transcriptome changes, we used the metabolite data to identify the pathways that were enriched over time. We started by determining those metabolites that were statistically different at any given point relative to day 0, using adjusted *p* ≤ 0.05 and an effect size of 1.15-fold (for more information, see Methods). We found a total of 459 metabolites using these statistical criteria, of which 231 were significantly different at day 3, 396 at day 6, and 345 at day 9 (S3A Fig and S3 Data); common to all time points were 179 metabolites (S3A Fig and S3 Data). We then performed pathway enrichment analysis using the 459 metabolites, which revealed the dynamic nature of the metabolic changes over time. For example, most pathways progressively enriched between days 3–9, while some initiated at day 6, and others decreased by day 9 (S3B Fig).

The top enriched pathways involved purine nucleotides and the superpathway of methionine degradation, which was also the most significantly enriched pathway across the experimental time course (S3B Fig). The fact that methionine degradation was captured at the transcriptional level already at day 3 (S1 and S2 Data) and was also the highest significant metabolic pathway engaged over time revealed an unexpected connection between methionine metabolism and loss of mtDNA. This finding was consistent with the overall amino acid response identified from the transcriptome data. The metabolite analysis showed the engagement of both catabolic and biosynthetic amino acid pathways; a summary of the main pathways is schematically represented in Fig 1D. Many of enriched pathways for amino acid degradation involved those that can input into the TCA to make acetyl-CoA, like leucine, valine and lysine, or other intermediates such as malate, succinyl-CoA, or α-ketoglutarate (Figs 1D and S3B). Biosynthesis of other amino acids—such as serine, cysteine, and glutamate—was also observed (Figs 1D and S3B). Consistent with amino acid degradation, the urea cycle that recycles ammonia derived from amino acid catabolism was enriched; linked to it was the biosynthesis of citrulline (S3B Fig). The degradation of putrescine, which can input into the TCA as succinate, was also identified (S3B Fig); this was in line with the transcriptome data (S2 Data). It is noteworthy that the urea cycle provides ornithine, the precursor of putrescine, thus offering a constant supply of these metabolites in the DN-POLG cells. The urea cycle, while mostly connected with the liver, occurs partially in the kidneys [15]. Several (although not all) genes involved in this pathway are expressed in different tissues [16,17]. The identification of the urea cycle as enriched in HEK293 cells is likely a reflection of activation of components of the pathway to recycle ammonia, rather than the canonical liver urea cycle, under our experimental conditions. Also, increased degradation of choline—the precursor of betaine—and glycine/betaine metabolism were enriched (S2 Data), which is in agreement with the RNA-seq findings that suggested that methionine levels were maintained through salvage pathways. Various examples of the relationship between the transcriptome and metabolic remodeling can be found in S3C–S3G Fig.

We assumed that the changes found at day 3 would reveal the drivers of the global metabolic response to mtDNA depletion. To define those drivers, we ranked the relevance of the pathways based on the ones most significantly enriched at day 3, focusing arbitrarily only on the ones with a *p* ≤ 10^−7^. What we found were 3 main nodes that essentially centered around purines, the TCA, and redox reactions (S3H Fig). The levels of some metabolites involved in these pathways are shown in Fig 1E. These data suggest, despite the lack of detectable changes in mitochondrial function, that the level of mtDNA depletion achieved at day 3 remodels metabolism in a way that prepares the cells to adjust nucleic acid metabolism (transcription, DNA repair, and replication), cell cycle, protein translation, methylation reactions, and redox homeostasis. This analysis also revealed 6 pathways that were not significantly enriched at day 3 but that were identified at later time points (S3B Fig). These pathways were associated with overt mitochondrial dysfunction and included pyrimidine ribonucleotide interconversion, biosynthesis of cysteine, glutathione, glutamine, and the polyamines spermidine and spermine (S3B Fig).

It was surprising that the biosynthesis of cysteine and glutathione was not engaged at day 3, since mtDNA depletion was recently shown to induce serine biosynthesis (also shown here, at day 3 *p =* 10^−2^; S3B Fig and Fig 1F), channeling 1C metabolism to cysteine and glutathione production through transsulfuration [8,9]. It is worth noting that serine is also involved in the formation of formyl-methionine by feeding into the mitochondrial folate cycle [1]. Formyl-methionine is the unique amino acid used to initiate translation of mtDNA-encoded proteins [18]. Despite significant loss of mtDNA at day 3 (S4A Fig), levels of mtRNA transcripts were stable (S4B Fig), and mtDNA-encoded proteins were not significantly affected [4]. Thus, we hypothesized that serine biosynthesis at day 3 serves to maintain mitochondrial protein translation and sustain organellar function; at later time points, it likely supports cysteine and glutathione production, as shown by others [8,9]. In agreement with this hypothesis, levels of formyl-methionine were higher at day 3 compared to days 6 or 9 (Fig 1G), whereas that of cysteine followed the opposite trend (Fig 1H). The reason why the serine biosynthetic pathway is activated upon mtDNA depletion remains unclear.

### Loss of mtDNA leads to DNA hypermethylation through increased SAM

Carbon units derived from folate-1C metabolism are used for the synthesis of purines and the generation of S-adenosyl-methionine (SAM), which is considered the universal methyl donor for DNA, RNA, lipids, and proteins [19,20]. Levels of SAM are also influenced by polyamine synthesis, which uses decarboxylated SAM for the production of spermidine and spermine from putrescine, generating 5-methyl-thioadenosine (MTA). MTA is recycled back into the methionine cycle through a salvage pathway that also produces adenine, thus feeding into the purine pool [21]. Interestingly, MTA has been shown to be the major source of de novo adenine in human cells [22]. Our transcriptomic and metabolic data suggest that the progressive mtDNA depletion achieved over 9 days significantly affects the methionine cycle in various ways, including (i) by channeling homocysteine to transsulforation, (ii) by increasing the utilization of betaine as a folate-independent methionine precursor, (iii) by promoting the degradation of methionine, and (iv) by altering polyamine synthesis and degradation that, in turn, affects MTA recycling (Fig 2A). However, whether these changes impact the levels of SAM, influencing methylation reactions, remains unknown.

**Fig 2:**
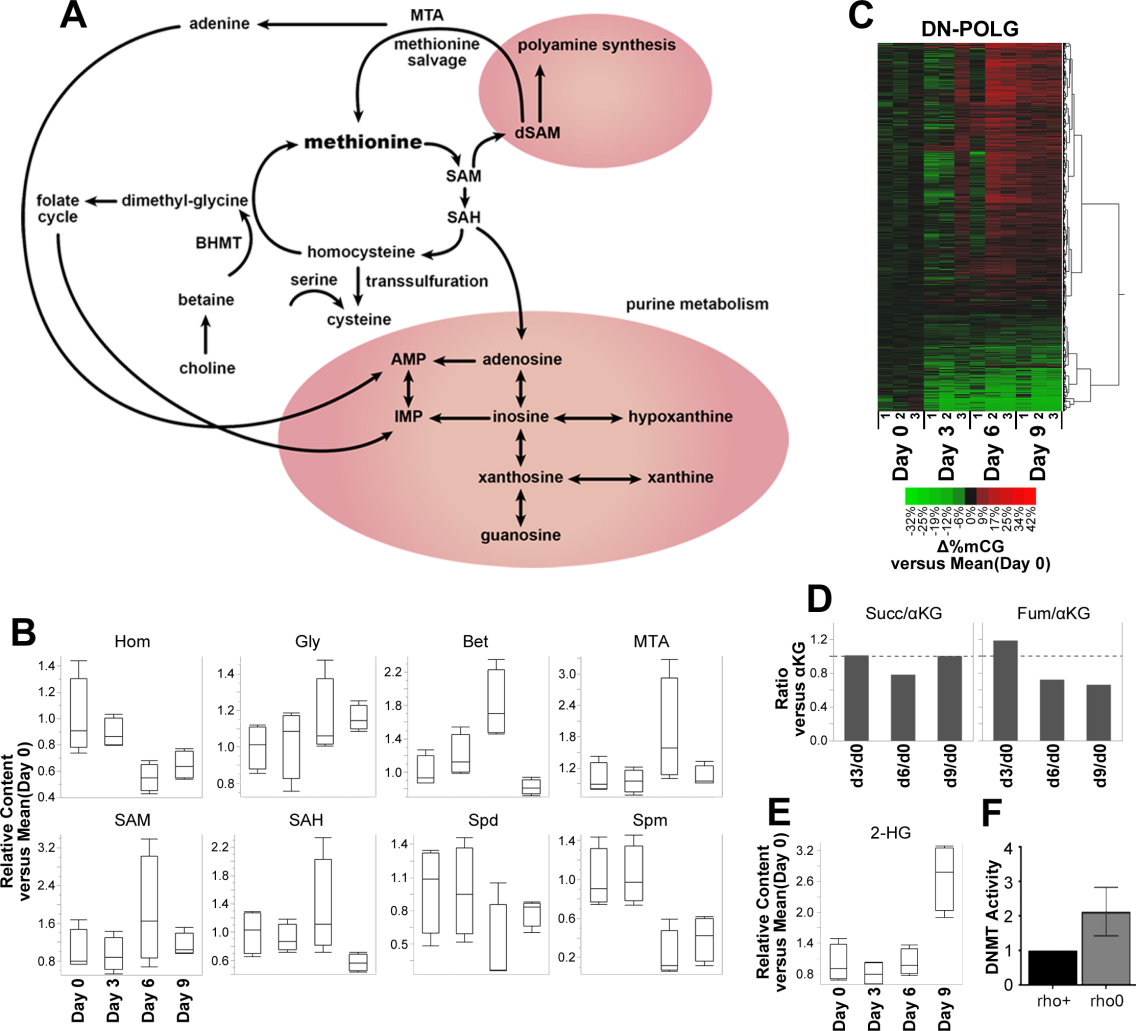
Metabolic response to mitochondrial dysfunction also affects DNA methylation patterns in DN-POLG cells. Metabolomics was performed in DN-POLG cells at days 0, 3, 6 and 9; *N* = 4 per time point. Differentially enriched metabolites were identified based on log2-transformed fold-changes in arbitrary detection units versus the mean at day 0 (y-axis) in each time point during doxycycline treatment (x-axis) by a two-way ANOVA test (metabolite × time) at an adjusted Benjamini-Hochberg *p* ≤ 0.05. (A) Schematic representation of interconnected polyamine synthesis, purine metabolism and methionine salvage pathways associated to differentially enriched metabolites at days 3, 6 and 9 of dox-inducible mtDNA depletion in DN-POLG cells, per Ingenuity Pathway Analysis. (B, E) Box plots of relative content versus day 0 (IQR-outlier format) depict distribution of individual replicates in DN-POLG cells within statistical groups for (B) Hom, Gly, Bet, MTA, SAM, SAH, Spd, Spm, and (E) 2-HG. (C) Unsupervised clustering analysis of Δ%mCG for DML observed in DN-POLG cells by HM-450K BeadArrays; hypermethylation (red) or hypomethylation (green). *N* = 3 per time point. DML were identified based methylation beta-values versus the mean at day 0 (Log2FC) by a two-way ANOVA test (probe × time) at an adjusted Benjamini-Hochberg *p* ≤ 0.05. (D) Average content ratios for Succ and Fum to αKG at days 3, 6, and 9 in DN-POLG cells normalized to the mean at day 0, based on metabolomics output (*N* = 4 per time point). (F) DNMT activity was gauged in 143B rho0 and rho+ cells by following the transfer of radiolabeled methylated substrate onto poly-dIC oligonucleotide. *N* = 3 per cell model; data are presented relative to detected activity in rho+ cells (bar plot: mean ± SEM). Underlying data are reported in S3 Data for (B), (D), and (E); S4 Data for (C); and S9 Data for (F). 2-HG, 2-hydroxyglutarate; αKG, α-ketoglutarate; AMP, adenosine monophosphate; Bet, betaine; BHMT, betaine homocysteine-methyltransferase; Δ%mCG, DNA methylation changes versus average of day 0; DML, differentially methylated genomic loci; DNMT, DNA methyltransferase; DN-POLG, dominant-negative DNA polymerase gamma transgene; Fum, fumarate; Gly, glycine; Hom, homocysteine; IMP, inosine 5'-monophosphate; MTA, 5-methylthioadenosine; mtDNA, mitochondrial DNA; poly-dIC, poly DNA inosinic-polycytidylic acid; SAH, S-adenosylhomocysteine; SAM, S-adenosylmethionine; Spd, spermidine; Spm, spermine; Succ, succinate.

We examined the metabolites associated with the methionine cycle (Fig 2A) and found that while homocysteine levels decreased over time (Fig 2B), levels of methionine (Fig 1E), serine (Fig 1F), glycine (Fig 2B), and cysteine (Fig 1H) increased. Choline (Fig 2B), betaine, SAM, and MTA levels were maximal at day 6, returning to levels closer to basal at day 9 (Fig 2B). Levels of S-adenosyl-homocysteine (SAH), the byproduct of SAM metabolism, increased at day 6 and decreased at day 9 below basal levels (Fig 2B). A high SAM/SAH ratio is favorable to methylation reactions since SAH inhibits the methyltransferases [10,23]. Steady state levels of the polyamines putrescine, spermidine, and spermine followed an interesting trend. While putrescine decreased by day 6 and increased by day 9 (Fig 1E), the levels of spermidine and spermine decreased over time (Fig 2B). This effect on the steady state levels of the polyamines is also reflective of an increased catabolism of spermine and spermidine through spermine/spermidine N-acetyl-transferase (SAT1), which is upregulated at the transcriptional level in the DN-POLG (S1 Data) and whose net product is putrescine [24].

Since previous observations that DNA methylation is influenced by mtDNA depletion and mitochondrial dysfunction in cultured cells and animal models [2,3], we hypothesized that the changes in SAM we observed could drive this effect. Specifically, we predicted that the DNA would be hypermethylated, with maximal levels at day 6. To test this hypothesis, we evaluated whole genome DNA methylation status at a single nucleotide resolution using the Illumina 450K platform. We found that mtDNA depletion progressively increased DNA methylation in promoters, gene bodies, or intergenic regions (S5A Fig), with hypermethylation peaking at day 6 and decreasing at day 9 (Fig 2C). Although the changes we detected were somewhat modest (full range of Δ%mCG: −30% to +40%; see Fig 2C) we reasoned they reflected the short time frame of the experiments. Indeed, when evaluating DNA methylation using the same approach in cells chronically depleted of mtDNA (rho0) in the 143B background, we found that methylation changes were more prominent, ranging between −60% and +60% with respect to cells with endogenous mtDNA levels (rho+) in the same 143B background (S5B Fig).

The increased methylation of the DNA is consistent with the increased levels of SAM and with the kinetics of availability of SAM/SAH amounts over time. However, changes in other TCA metabolites could also play a role in this phenotype. For example, α-ketoglutarate is a cofactor of the Ten-eleven translocation (TET) enzymes, which are involved in the DNA demethylation reactions. Also, succinate, fumarate, and 2-hydroglutarate (2-HG) can compete with α-ketoglutarate in the active site of the TETs, inhibiting their function [25]. Thus, decreased α-ketoglutarate, increased succinate, fumarate, and/or 2-HG could also lead to hypermethylation of the DNA. However, no changes in the levels of α-ketoglutarate were observed (S3 Data), and no increases in the succinate or fumarate to α-ketoglutarate ratios were identified over the time course of the experiments (Fig 2D). Despite the fact that 2-HG increased as mtDNA was depleted, only a small change was observed at day 6, and maximal accumulation was observed at day 9 (Fig 2E), which is inconsistent with the kinetics of DNA hypermethylation (Fig 2C). Levels of methylated cytosines (5meC) were increased, while no changes in the levels of 5-hydroxy-methyl-cytosine (5hmeC)—the product of TET reaction—were identified in cells chronically depleted of mtDNA (S5C and S5D Fig). We also showed enhanced DNA methyltransferase (DNMT) activity (Fig 2F). Collectively, these data are in support of DNA hypermethylation resulting from increased DNA methylation and not from inhibition of the demethylases.

### Changes in DNA methylation occur prevalently in DEGs

In order to determine whether the changes in global methylation influenced gene expression, we cross-referenced the coordinates of the promoters differentially methylated at days 3, 6, or 9 with those of the DEGs. We found that 1,627 (approximately 57%) of the DEGs showed significant alterations in their promoter methylation when compared to day 0 (S4 Data). The number of differentially methylated DEGs increased over time from 63 at day 3 (27%), 978 (46%) at day 6, and 879 (70%) at day 9 (S5E Fig). The odds ratio (OR) of a gene being differentially expressed and having a change in its promoter methylation was OR = 0.81, *p* < 0.01 (S5F Fig), suggesting that incidence of promoter DNA methylation changes is different for DEGs and genes not differentially expressed.

To better understand the relationship between differential methylation, gene expression, and mitochondrial dysfunction, we performed IPA on the DEGs that were differentially methylated. This analysis revealed that genes involved in key pathways that responded to mtDNA depletion were targets of differential methylation. For instance, at day 3, the 63 differentially methylated and expressed genes enriched for methionine degradation; at day 6, for cholesterol biosynthesis; and at day 9, for the metabolism of several amino acids, cholesterol, and the TCA (S5 Data). Similar findings were observed when evaluating the 143B rho0 cells chronically depleted of mtDNA that also showed hypermethylation of the DNA. 

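The same microarray was used for 6 cultures of 143B cells, an osteosarcoma line, 3 of the rho0 derivative, which has no mtDNA, and 3 of the parental rho+ cells. The cultures of each group come from a single line, so the p-values reflect the spread between cultures. Loss of mtDNA cannot be told apart here from other differences between the lines. The authors deposited MAS5 signals made and scaled as for the other arrays. Log2 signals were compared with limma over these 6 arrays alone, on 22786 probe sets of 11433 genes with a mean log2 signal of at least 6.38. The median SD of the log2 signal was 0.28 in rho+ and 0.37 in rho0 cells. Simulated arrays had 67, 67 and 66 probe sets changed by a log2 of 1, 2 and 3, and gave back 0%, 53.7% and 81.8%. There 91 probe sets were called, against 1743 in the data. The adjusted cutoff thus differs, and these shares are not the sensitivity of the test reported here.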

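In 143B rho0 cells, PHGDH, the entry enzyme of serine synthesis, had a signal of 3353 ± 314 against 16020 ± 1797 in rho+ cells (mean ± SD), a log2 fold change of -2.26 (standard error 0.23, adjusted p = 0.00339 from limma). GLDC, the glycine decarboxylase, fell by 1.86 (adjusted p = 0.0170, but 0.0572 to 0.0841 without replicate 1 or 2 of either line). Over 20 serine and folate genes, 2 were higher and 3 lower (4 lower when adjusted over the list alone), and the list as a whole did not pass (mean log2 fold change -0.19, adjusted p = 0.914 from camera). NUPR1 was higher by 2.15 (adjusted p = 0.0111, but 0.0504 to 0.0624 without replicate 1 or 2 of rho+ cells), while 1 of 29 ATF4 targets rose and 5 fell (adjusted p = 0.216).
All 7 mtDNA genes on the array were lower in rho0 cells (adjusted p = 5.17e-14 from camera), COX2 from a signal of 33090 to 19.4, under the signal filter, and ND4 with a log2 fold change of -7.62. PTPRO, a receptor tyrosine phosphatase, fell from 21260 to 37.0, also under the filter (adjusted p = 3.62e-05). NPTX2, a neuronal pentraxin, rose by 7.52, HAS2, a hyaluronan synthase, by 4.84, COL22A1, a collagen, by 4.77, LAMA4, a laminin chain, by 4.49, IL24, a cytokine, by 4.12 and QPRT, of NAD synthesis, by 3.94. The rho+ signals of NPTX2, HAS2, COL22A1, QPRT and NUPR1 lay under the filter, so the sizes of these rises are uncertain. S100A4, a calcium-binding protein of mesenchymal cells, rose by 2.89, and 5 of 17 osteosarcoma or mesenchymal markers rose while 1 fell (7 and 2 when adjusted over the list alone, adjusted p = 0.0202). CDC20, an activator of the anaphase-promoting complex, rose by 1.75 (adjusted p = 0.0159, but 0.0552 to 0.0630 without replicate 1 of rho0 or replicate 2 of rho+ cells), among 4 of 30 proliferation genes that rose (adjusted p = 4.90e-06). HERC6, an interferon-stimulated ligase, fell by 2.23 (adjusted p = 0.0129, but 0.0502 to 0.0691 without any 1 of the rho+ arrays), among 4 of 11 interferon-stimulated genes that fell (5 when adjusted over the list alone, adjusted p = 0.00284, and 0.0568 without replicate 3 of rho0 cells). The mean log2 fold change was 0.48 for 65 nuclear-encoded respiratory chain subunits (4 higher and 2 lower, 1 and 1 when adjusted over the list alone, adjusted p = 2.62e-07), 0.50 for 13 mitochondrial chaperones (2 higher, 4 when adjusted over the list alone, adjusted p = 0.00200), 0.35 for 20 TCA cycle genes (2 higher, adjusted p = 0.00367, and 0.0548 without replicate 3 of rho0 cells) and -0.94 for 16 hypoxia genes (2 lower, adjusted p = 0.00284). Cytosolic tRNA synthetases had 2 higher and 1 lower of 17 (5 and 1 when adjusted over the list alone, adjusted p = 0.0379, but 0.0570 to 0.161 without replicate 2 or 3 of rho0 or replicate 1 or 2 of rho+ cells, and 0.104 after quantile normalization). Their call was also lost at a stricter signal filter, without probe sets that match several transcripts, with array weights and with averaged probe sets (adjusted p 0.0571 to 0.487). Of 147 genes in the pathways that S2 Data gives as lower at day 9, 13 rose and 6 fell (adjusted p = 0.0436). None of these calls held with an estimated correlation, where the lowest adjusted p was 0.283, and the other 12 lists did not pass.
In total 1304 genes passed, 418 higher, 883 lower and 3 in both directions, 4268 passed at an unadjusted p, and quantile normalization gave 610 higher and 716 lower. Without replicates 1, 2 and 3 of rho0 cells the count was 365, 363 and 3979, and without those of rho+ cells 373, 192 and 406. The methods' ANOVA gave 89, without NPTX2, HAS2, COL22A1, LAMA4, IL24, COX2, GLDC, NUPR1, CDC20 and HERC6 (adjusted p 0.0627 to 0.101). Ratios of 3' to 5' probe sets rise as RNA degrades. For ACTB they were 5.53 to 8.12 in rho0 and 10.4 to 17.1 in rho+ cells (exact permutation test, two-sided p = 0.1). This is the smallest p that 3 against 3 allow. The ratios of GAPDH overlapped (1.48 to 2.40 and 1.75 to 2.91). The median ACTB ratio was 9.26 in 143B and 1.27 in HEK293 arrays. By ACTB, RNA quality thus differs between rho0 and rho+ cells, and its part in the changes was not tested.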

In those cells, 621 DEGs were also differentially methylated (S6 Data) and enriched for pathways involved, for instance, in folate transformations (S5G Fig). While DNA methylation is not the only parameter governing gene expression, we attempted to define the level of concordance between the changes in DNA methylation status over time with the directionality of expression of the DEGs harboring those changes. Whether we combined the entire methylation profile of genes or considered only promoter marks, the concordance ranged from 30%–50% over the 9 days of mtDNA depletion (S5H Fig). Taken together, these findings suggest a correlation between DNA methylation changes and the expression of a fraction of DEGs responding to progressive mitochondrial dysfunction.

### NADH oxidation in the mitochondria links polyamine and methionine metabolism to the TCA cycle and DNA methylation

It is possible that the mechanism connecting mtDNA depletion to SAM and DNA hypermethylation involves serine biosynthesis and 1C-folate remodeling, which in turn can affect the methionine cycle [8,9]. While this is feasible, the fact that choline/betaine are engaged in maintaining methionine salvage independent of folate would argue against this possibility. Alternatively, the methionine cycle may be directly affected by mtDNA depletion through changes in both methionine and polyamine metabolism. These molecules are not only linked in the regulation of SAM levels [10], but they can provide intermediates such as pyruvate, succinyl-CoA (a precursor of succinate), and succinate to the TCA in their catabolic pathways. An increase in their degradation to feed the TCA could set a cascade of compensatory changes that impacts the SAM pool. To test this hypothesis, we took advantage of the DN-POLG cells overexpressing NDI1/AOX, which are cells that have the ability to oxidize NADH and maintain TCA flux despite the complete loss of mtDNA [4]. We reasoned that if the methionine cycle is directly impacted by the TCA, in these cells methionine-associated intermediates should not be changed.

We reanalyzed the metabolomics data that we previously generated with the NDI1/AOX cells [4] using the same criteria as for the DN-POLG cells (S3 Data). We then focused on the intermediates associated with the methionine, serine, folate, and polyamine pathways. We found that in the NDI1/AOX cells, the levels of SAM, SAH, MTA, and the polyamines were maintained over time (Fig 3A); the levels of serine, cysteine, methionine, betaine, choline, and folate followed the same pattern as was observed with the DN-POLG cells (compare Figs 3A and 1E–1G). Most notably, levels of succinate, which were increased at day 9 in the DN-POLG, were decreased in the NDI1/AOX cells (Fig 3B). Taken together, these results support the hypothesis that polyamine and methionine metabolism are directly responding to changes in TCA flux, likely as contributors of succinate. Furthermore, these data suggest that serine biosynthesis and folate-1C remodeling caused by mtDNA depletion are not responding to changes in NADH oxidation or TCA flux.

**Fig 3:**
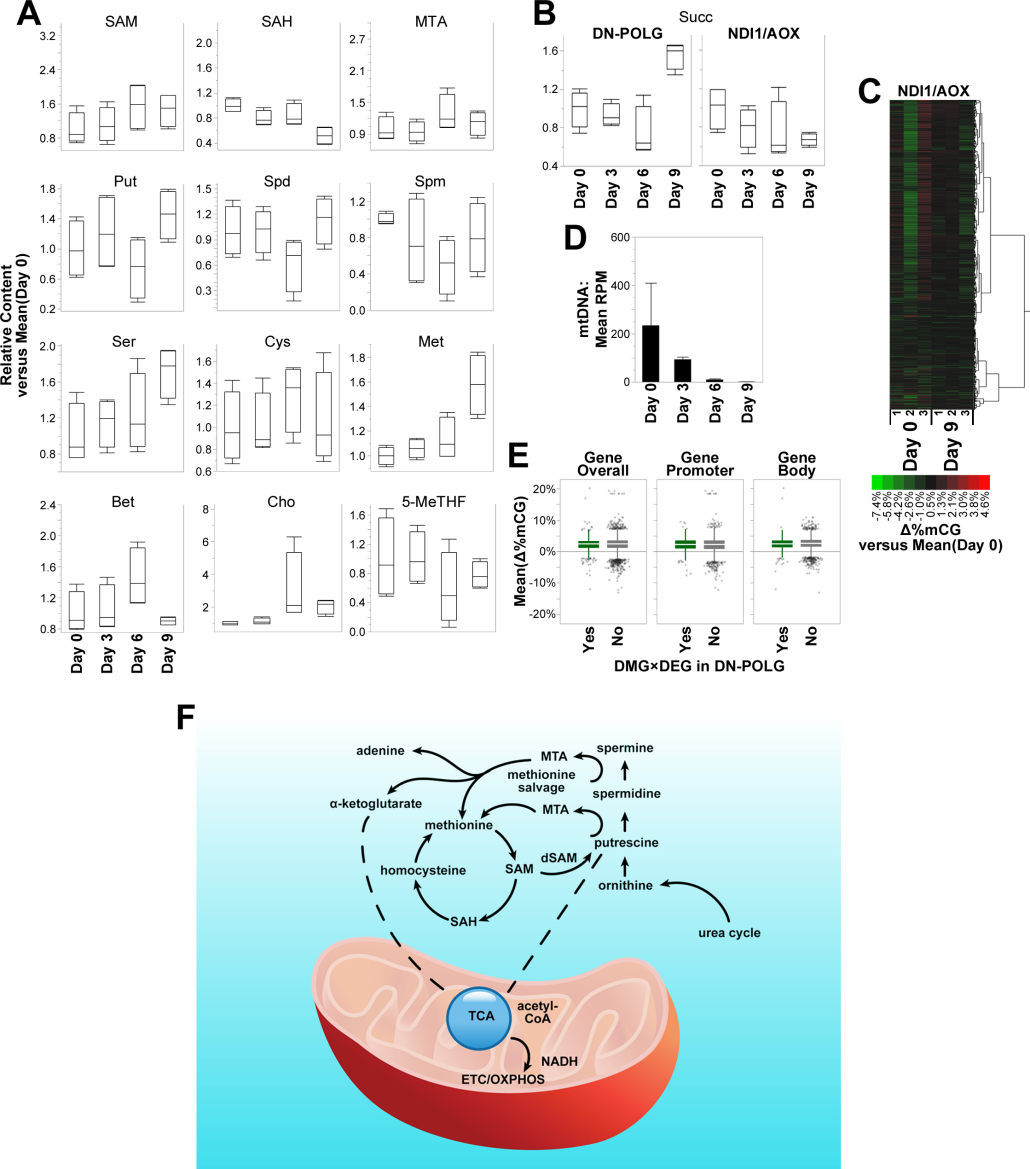
NDI1/AOX ectopic expression maintains DNA methylation while not completely rescuing metabolism. Metabolomics was performed in NDI1/AOX cells at days 0, 3, 6 and 9; *N* = 4 per time point. Differentially enriched metabolites were identified based on log2-transformed fold-changes in arbitrary detection units versus the mean at day 0 (y-axis) in each time point during doxycycline treatment (x-axis) by a two-way ANOVA test. (A) Box plots of relative content versus day 0 (IQR-outlier format) depict distribution of individual replicates in NDI1/AOX cells within statistical groups for SAM, SAH, MTA, Put, Spd, Spm, Ser, Cys, Met, Bet, Cho, and 5-MeTHF. (B) Box plots of relative content versus day 0 (IQR-outlier format) depict distribution of individual replicates within statistical groups for Succ in DN-POLG cells (left) and their NDI1/AOX counterparts (right). (C) Δ%mCG in NDI1/AOX cells at days 0 and 9 for the same probes identified as DML in DN-POLG cells by HM-450K BeadArrays [see Fig 2C]; hypermethylation (red) or hypomethylation (green). *N* = 3 per time point. (D) Average normalized read counts (bar plot: mean ± SEM) of mtDNA fragments obtained by next-generation sequencing of whole-cell DNA for NDI1/AOX cells; *N* = 2 per timepoint. (E) Box plots (IQR-outlier format) of average DNA methylation differences between day 0 and day 9 at independently identified DML in NDI1/AOX cells overlapping the genomic range (overall), only promoters, or only bodies of DN-POLG DEGs; separate box plots depict measurements from DN-POLG DEGs that are DMG or not in DN-POLG cells also. Underlying data are reported in S3 Data for (A) and (B); S4 Data for (C) and (E); and S1 Data for (D). (F) Model for the cross talk between methionine salvage, polyamine synthesis and the TCA cycle with DNA methylation: loss of mtDNA decreases TCA flux, which in turn sets a cascade of transcriptional and metabolic changes centered largely on amino acid degradation to maintain TCA cycle output. Degradation of methionine and Put, both of which can feed into the TCA cycle, are among the first changes detected. Put levels are regulated by ornithine, which is provided by the recycling of NH_3_ resulting from amino acid degradation. Put is also a precursor of Spd and Spm, both of which require dSAM for their synthesis. The main byproduct is MTA, which needs to be quickly recycled, given its accumulation is toxic; the salvage of MTA recycles methionine, a cycle that is also maintained by folate-independent Cho/Bet when mtDNA is depleted. Recycling of MTA also generates adenine, which can enter the purine pool, and α-ketoglutarate that can feed the TCA. By maintaining NADH oxidation in the mitochondria, flux through the TCA cycle is largely normalized, “turning off” the polyamine/MTA salvage response that in turn decreases levels of SAM. Decrease in degradation of amino acids to feed the TCA diminishes flux through the urea cycle, decreasing the input of ornithine to Put biosynthesis. 5-MeTHF, 5-methyltetrahydrofolate; acetyl-CoA, acetyl coenzyme A; AOX, alternative oxidase; Bet, betaine; Cho, choline; Cys, cysteine; Δ%mCG, DNA methylation differences versus average of day 0; DEG, differentially expressed gene; DMG, differentially methylated gene; DML, differentially methylated loci; DN-POLG, dominant-negative DNA polymerase gamma transgene; dSAM, decarboxylated S-adenosylmethionine; ETC; electron transport chain; Met, methionine; MTA, 5-methylthioadenosine; NADH, nicotinamide adenine dinucleotide reduced; NDI1, nicotinamide adenine dinucleotide reduced dehydrogenase-like 1; OXPHOS, oxidative phosphorylation; Put, putrescine; RPM, reads per million reads; SAH, S-adenosylhomocysteine; SAM, S-adenosylmethionine; Ser, serine; Spd, spermidine; Spm, spermine; Succ, succinate; TCA, tricarboxylic acid.

We also evaluated whole genome methylation using the Illumina 450K platform in NDI1/AOX cells. We used cells at days 0 and 9, since we gauged that mtDNA would be fully depleted at this latter time and would provide the largest effect. Remarkably, no significant changes in DNA methylation were observed in the cells expressing NDI1/AOX, despite complete loss of mtDNA (Fig 3C and 3D). We then focused specifically on the coordinates of the 1,626 DEGs that were differentially methylated in the DN-POLG cells at day 9 (S5A Fig). However, we found that average DNA methylation change in those sites was only approximately 2% in the NDI1/AOX cells (Fig 3E). Hence, we conclude that changes in polyamine synthesis and the MTA salvage pathway, which in turn affect SAM levels, seem to be critical for differential DNA methylation in the nucleus of DN-POLG cells.

### Lack of changes in DNA methylation are associated with the prevention of differential gene expression, even in the context of complete mtDNA loss

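Total RNA from 18 cultures of HEK293 cells, a human embryonic kidney line, was hybridised to Affymetrix HG-U133 Plus 2.0 microarrays, which read transcripts with 54675 probe sets. All cultures carried the doxycycline-inducible DN-POLG transgene, whose product blocks replication of mtDNA, and one derivative also expressed NDI1, a yeast NADH dehydrogenase, together with AOX. DN-POLG cells were taken at days 0, 3, 6 and 9 of doxycycline and NDI1/AOX cells at days 0 and 9, with 3 cultures per time point. The authors obtained MAS5 signals with Expression Console, and the deposited values are these signals on a linear scale, with a trimmed mean of 500.1 on each array. From there, log2 signals were compared with limma in a single model over the 18 arrays, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The test covered 23132 probe sets of 12104 genes, those with a single gene symbol and a mean log2 signal of at least 5.84, the median of the array. A gene was counted once where any of its probe sets passed, and the brightest probe set gives the values of a named gene except among the largest changes, where the most changed one does. Lists of genes of known function, 22 in number, were set against the other genes with camera at a preset correlation of 0.01, and 19 of them were written before the data were examined. That of RNAs that hold introns was written after the first lines of S8 Data, a result of the DN-POLG arrays, had been read. The remaining lists hold the genes of the pathways in S2 Data for day 9. No list kept its call when camera estimated the correlation from the arrays, so each camera p below that threshold rests on the preset. The number of arrays limits the precision. Simulated arrays had 67, 67 and 66 probe sets changed by a log2 of 1, 2 and 3. There the comparison of days 0 and 9 recovered 17.9%, 79.1% and 92.4% of these in NDI1/AOX cells. In DN-POLG cells it recovered 19.4%, 74.6% and 93.9%. The probe sets called there numbered 132 and 128, against 2728 and 1939 in the data. The adjusted cutoff thus differs, and these shares are not the sensitivity of the tests reported here.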

We performed gene expression analysis in the NDI1/AOX cells using microarrays in order to determine whether the promoter methylation status has the potential to impact the differential expression of the 879 genes identified in the DN-POLG cells at day 9. 

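In NDI1/AOX cells, the transcripts of 3 mtDNA genes fell between days 0 and 9. The signal of ATP6, a subunit of ATP synthase, was 19950 ± 947 at day 0 and 4343 ± 952 at day 9 (SD, n = 3 arrays each), a log2 fold change of -2.22 (standard error 0.38, adjusted p = 0.00141 from limma). ND6, a subunit of complex I, fell by 2.82 on the log2 scale (adjusted p = 0.00169), and COX2, a subunit of complex IV, fell by 1.21 (adjusted p = 0.00380). Of the 7 mtDNA genes on the array none rose and 4 did not pass (5 fell when adjusted over the list alone, adjusted p = 0.0171 from camera, and 0.290 with an estimated correlation). POLG, which the doxycycline-inducible transgene encodes, rose by 2.76 on one of its probe sets (adjusted p = 0.00333). Its signal was 4035, 2468 and 447 in the day 9 cultures and 246 ± 42.6 (SD, n = 3) at day 0.
Over all genes, 2188 were differentially expressed between the days: 443 rose, 1670 fell and 75 had probe sets in both directions. SIM1, a transcription factor of neuronal development, fell from a signal of 639 to 34.4 (log2 fold change -5.12, standard error 0.83, adjusted p = 0.00104 from limma). TMCC1, a protein of the endoplasmic reticulum, had -4.35, ZBTB9, a zinc finger protein, -4.21, BAIAP2-DT, a noncoding RNA, -4.07 and GSK3B, a kinase of insulin and Wnt signalling, -4.03. Rises that held their call with any 1 array left out include STK17B, a kinase linked to apoptosis, with a log2 fold change of 3.82, SRSF11, a splicing factor, with 3.23, and FNIP1, a partner of folliculin in nutrient sensing, whose signal was 163 at day 0 and 1602 at day 9. With a gene's probe sets averaged, STK17B had 0.95, FNIP1 0.83, SRSF11 0.74 without passing (adjusted p = 0.0587), TMCC1 -2.59, BAIAP2-DT -1.84 and GSK3B -1.72. The signals of SIM1, TMCC1, ZBTB9, BAIAP2-DT and GSK3B at day 9 and of STK17B at day 0 lay under the signal filter, so the sizes of these changes are uncertain. Ratios of 3' to 5' probe sets of ACTB, which rise as RNA degrades, were 1.27 to 1.52 at day 9 and 1.14 to 1.18 at day 0 (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow), so the falls go along with higher ratios at day 9, as they do for GAPDH (0.991 to 1.04 against 0.936 to 0.977). Scaling changes how many rose: quantile normalization gave 649 up and 1256 down, and arrays set to one median gave 907 up and 1186 down, with the median of all probe sets moved to 0.13. With the 6 arrays of this comparison alone in the model 5359 genes passed, and the count was 1348 without replicate 3 of day 9, and 1410, 1381 and 1166 without replicates 1, 2 and 3 of day 0.

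**Figure D1:**
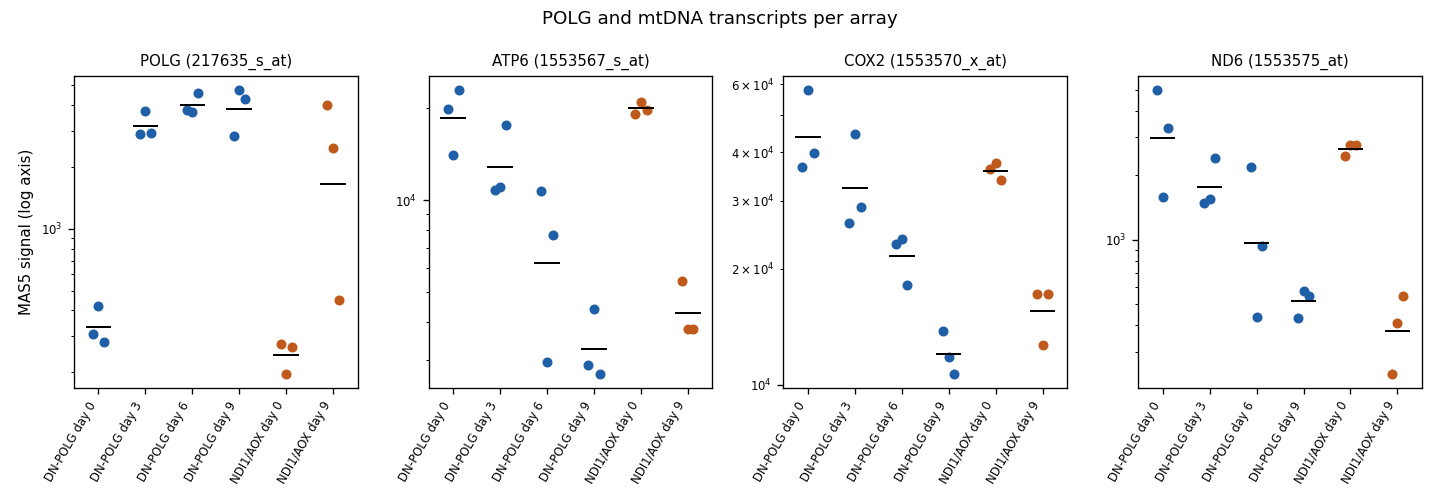
MAS5 signals, on a log axis, of POLG and 3 mtDNA transcripts for each array of DN-POLG cells (blue) and NDI1/AOX cells (orange), with 1 point per culture and a bar at the geometric mean of the 3. In both cell models POLG is above and ATP6, COX2 and ND6 are below their day 0 signals in each day 9 culture.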

Unexpectedly, we found no significant DEGs in the NDI1/AOX cells between days 0 and 9 when adjusting for false discovery rate (FDR; S7 Data). Relaxing statistical thresholds based on pairwise comparisons without multiple testing corrections revealed 23 genes that were differentially expressed between days 0 and 9 (S6 Data), 4 of which were also differentially expressed in the DN-POLG at day 9, as gauged by RNA-seq. 

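Targets of ATF4, the transcription factor of amino acid stress, moved in different directions in NDI1/AOX cells. SLC38A2, a transporter of neutral amino acids, fell by 1.72 on the log2 scale (adjusted p = 3.02e-04 from limma) and DDIT4, an inhibitor of mTORC1, fell by 2.06 (adjusted p = 0.00217), while ASNS, the asparagine synthetase, had a log2 fold change of 0.16 (adjusted p = 0.756). Of the 27 targets tested, 2 rose, 3 fell, 1 had probe sets in both directions and 21 did not pass (4 rose and 5 fell when adjusted over the list alone, adjusted p = 0.310 from camera). HMGCS1 and IDI1, enzymes of cholesterol synthesis, fell by 1.75 and 1.41, among 4 of 20 genes of that pathway that fell (adjusted p = 0.181 from camera). MTRR, which reactivates methionine synthase, fell by 1.22, and 3 of 15 genes of the methionine cycle fell (adjusted p = 0.819 from camera). TET2, which oxidises 5-methylcytosine, fell by 2.23, and TDG, a glycosylase that removes its products, fell by 0.89, although TDG did not pass when its probe sets were averaged (adjusted p = 0.387). Among 14 genes of DNA methylation and demethylation, 3 fell and 2 rose (adjusted p = 0.769 from camera).
Subunits of the respiratory chain encoded in the nucleus were higher as a group, with a mean log2 fold change of 0.35 over 64 genes, 4 of which rose and 1 fell (2 rose when adjusted over the list alone, adjusted p = 4.28e-09 from camera, and 0.392 with an estimated correlation). Genes of the TCA cycle had a mean of 0.24 over 20 genes with none passing (adjusted p = 0.0274, and 0.0524 without replicate 3 of day 9), glycolysis a mean of 0.27 with 1 of 22 lower (none when adjusted over the list alone, adjusted p = 0.0171) and cytosolic tRNA synthetases a mean of 0.34 with none of 17 passing (adjusted p = 0.00525). With an estimated correlation the adjusted p was 0.278 for the TCA cycle, 0.560 for glycolysis and 0.290 for the synthetases. After quantile normalization it was 0.231 for the synthetases, 0.253 for glycolysis and 0.316 for the TCA cycle, whose call was also lost at the stricter signal filter (0.0857), with averaged probe sets (0.131) and without probe sets that match several transcripts (0.434), as was that of glycolysis in the last case (0.200). Of 19 genes of polyamine metabolism 2 rose and 1 fell (4 rose when adjusted over the list alone). The adjusted p was 0.0420 from camera, and 0.278 with an estimated correlation. The polyamine call was lost without replicate 2 or 3 of day 9 or replicate 3 of day 0 (0.0524 to 0.0705). It was also lost in 6 other settings (0.0577 to 0.321), among them the culture round as a block (0.0577) and quantile normalization (0.209). The others were no signal filter, no probe sets that match several transcripts, the 6 arrays of the comparison alone and array weights. EGLN3, a prolyl hydroxylase induced by hypoxia, fell by 2.19 to a signal under the filter, 1 of 2 among 16 hypoxia genes (adjusted p = 0.565). AURKA, a mitotic kinase, fell by 0.82, 1 of 2 that fell beside 1 that rose among 30 genes of proliferation (adjusted p = 0.188). EYA1, a kidney developmental regulator and 1 of 7 markers of HEK293 cells, fell by 1.22 (adjusted p = 0.565 for the list). Serine and folate enzymes had 1 rise and 2 falls among 21 genes (1 fell when adjusted over the list alone, adjusted p = 0.479), transsulfuration none of 5 (adjusted p = 0.769), mitochondrial chaperones none of 13 (adjusted p = 0.181), interferon-stimulated genes none of 10 (adjusted p = 0.988), osteosarcoma markers 1 rise and 1 fall among 15 (adjusted p = 0.543) and RNAs that hold introns or stay in the nucleus 3 rises and 6 falls among 22 (adjusted p = 0.970), all from camera. Of the genes the paper names for expression, SAT1 had a log2 fold change of 0.77 (adjusted p = 0.0704), GDF15 0.74 (adjusted p = 0.166), ATF4 0.52 (adjusted p = 0.236) and MYC -1.49 (adjusted p = 0.0837), none of which passed. With other settings SAT1 passed in 6 cases, 1 of them chosen after seeing the data (adjusted p 0.00104 to 0.0466), and the others passed with the 6 arrays of the comparison alone in the model (0.00502 to 0.0169) and with array weights (8.83e-04 to 0.0136). At an unadjusted p of 0.05, limma gave 4499 genes, 1400 higher, 2836 lower and 263 with both, which is 37.2% of the genes tested. The methods' ANOVA gave 2140 genes at the adjusted threshold.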

To rule out that these results were due to a lack of sensitivity of microarrays to detect the relatively small changes in gene expression identified by RNA-seq, we performed microarrays in DN-POLG cells at days 0 and 9. 

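The arrays of DN-POLG cells register the transgene and a fall of 3 mtDNA transcripts. POLG had a signal of 336 ± 74.8 at day 0 and 3947 ± 992 at day 9 (SD, n = 3 arrays each) on one of its probe sets, a log2 fold change of 3.54 (standard error 0.53, adjusted p = 8.57e-04 from limma). Another POLG probe set did not pass (log2 fold change 0.23, adjusted p = 0.740). ATP6 fell by 2.51 on the log2 scale (adjusted p = 8.52e-04), ND6 by 2.53 (adjusted p = 0.00458) and COX2, from a signal of 44770 to 12100, by 1.87 (adjusted p = 2.61e-04). ND2, another complex I subunit, had a log2 fold change of -0.72 that did not pass (adjusted p = 0.0627). It passed without replicate 3 of day 9 (0.0404) or replicate 2 of day 0 (0.0249). It also passed in 5 other settings (0.0031 to 0.048), among them that without replicate 1 of DN-POLG day 6, chosen after seeing the data. Of the 7 mtDNA genes 3 fell, 0 rose and 4 did not pass. Signals of COX1, another complex IV subunit, were 42740 to 59650 at day 0 and 40020 to 44620 at day 9. The 7 genes had a mean log2 fold change of -1.29 (5 fell when adjusted over the list alone, adjusted p = 1.63e-04 from camera, and 0.10 with an estimated correlation).
Replicates of DN-POLG cells were more spread than those of NDI1/AOX cells. The median SD of the log2 signal was 0.40 at day 0 and 0.27 at day 9 in DN-POLG cells, and 0.15 and 0.21 in NDI1/AOX cells.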

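NUPR1, a stress-induced chromatin protein and a target of ATF4, rose in DN-POLG cells from a signal of 68.0 ± 39.4 at day 0 to 639 ± 126 at day 9 (SD, n = 3 arrays each), a log2 fold change of 3.36 (standard error 0.50, adjusted p = 8.16e-04 from limma). ASNS rose by 1.66 (adjusted p = 0.00119) and PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, by 1.70 (adjusted p = 0.00120). The largest falls included EGR1, an immediate early transcription factor, from 2645 to 85.1 (log2 fold change -5.44, adjusted p = 0.00494), VANGL1, a protein of planar cell polarity, with -4.80, and KCNC1, a potassium channel, with -4.63. CEP95, a centrosomal protein, rose by 4.00, ALCAM, a cell adhesion molecule, by 3.55, the small nucleolar RNA SNORA72 by 3.38 and CCNL1, a cyclin of splicing, by 3.12, and ANKRD12, a nuclear cofactor, had -3.83. PPARA, a receptor of fatty acid metabolism, had -3.74 and -1.90 on the probe sets that fell, while its other 4 tested probe sets did not pass (log2 fold changes -1.24 to 0.77). The signals of CEP95, ALCAM and SNORA72 at day 0 and of VANGL1, KCNC1, ANKRD12 and the most changed PPARA probe set at day 9 lay under the signal filter, so the sizes of these changes are uncertain. With a gene's probe sets averaged, ALCAM had 1.26 without passing (adjusted p = 0.121), CEP95 1.88, CCNL1 1.68, EGR1 -3.62, VANGL1 -3.18, ANKRD12 -1.51 and PPARA -1.20.
In total, 1591 genes were differentially expressed between the days, 422 higher, 1102 lower and 67 in both directions, or 13.1% of those tested, and 3659 passed at an unadjusted p. Quantile normalization gave 515 higher and 923 lower, and arrays set to one median gave 597 and 819, with the median of all probe sets at 0.12. Without replicate 3 of day 9 the count was 861, with the 6 arrays of this comparison alone in the model 294, and with a gene's probe sets averaged 880. In that model of 6 arrays NUPR1, EGR1, VANGL1, SNORA72, CCNL1 and, of the genes below, EYA1 kept their call, while the adjusted p was 0.0527 for ASNS and PCK2 and 0.0609 to 0.156 for the other genes named here that passed.
PHGDH, the enzyme that opens serine synthesis, rose by 0.90 (adjusted p = 0.0138, but 0.0511 to 0.0635 without replicate 1 or 3 of day 9) and MTHFD2, of mitochondrial folate metabolism, by 0.75, among 4 that rose and 1 that fell of 21 serine and folate genes (adjusted p = 0.0277 from camera, and 0.0721 to 0.105 without replicate 1 of day 9, 1 of day 0 or 2 of day 0). CBS, which feeds homocysteine into cysteine synthesis, rose by 1.12, although not when its probe sets were averaged (adjusted p = 0.148), and 2 of 5 transsulfuration genes rose (adjusted p = 0.0500 from camera, just over the threshold, and 0.0212 to 0.0488 without replicate 3 of day 9, 1 of day 0 or 3 of day 0). SARS1, a cytosolic tRNA synthetase, rose by 1.03, and 8 of 17 synthetases rose (10 when adjusted over the list alone, adjusted p = 2.48e-05 from camera). With an estimated correlation the adjusted p was 0.10 for the serine and folate, the synthetase and the polyamine lists. SAT1, which acetylates spermidine, rose by 0.99 (adjusted p = 0.0288, but 0.0853 to 0.103 without replicate 1 or 3 of either day), and 3 of 19 polyamine genes rose (adjusted p = 0.0169 from camera, and 0.0781 without replicate 1 of day 0). After quantile normalization the adjusted p was 0.0567 for the polyamine and 0.108 for the serine and folate list, and without probe sets that match several transcripts it was 0.238 and 0.0563. GDF15, a secreted stress protein, rose by 1.29 (adjusted p = 0.0233, but 0.0610 to 0.107 without replicate 1 or 2 of day 9 or replicate 1 or 3 of day 0, and 0.0580 with the culture round as a block). ATF4 itself had 0.52 (adjusted p = 0.278) and MYC -0.43 (adjusted p = 0.726, and a log2 fold change of 0.43 without replicate 3 of day 0), so neither passed. With array weights ATF4 did pass (adjusted p = 0.0327 from limma).
MTRR fell by 1.25 and MAT2A, which makes SAM, by 1.59 (adjusted p = 0.0142, but 0.0511 to 0.0567 without replicate 1 or 3 of day 9 or replicate 3 of day 0), the 2 of 15 methionine cycle genes that fell (3 fell and 1 rose when adjusted over the list alone, adjusted p = 0.829 from camera). TET2 fell by 2.03, and 3 of 14 genes of DNA methylation and demethylation fell while 2 rose (adjusted p = 0.626). Nuclear-encoded respiratory chain subunits had a mean of 0.23, with 4 of 64 higher and 1 lower (adjusted p = 1.52e-05, but 0.0567 after quantile normalization and 0.422 with an estimated correlation). SRSF6, a splicing factor whose transcript can hold introns, fell by 1.00, although not when its probe sets were averaged (adjusted p = 0.593), and 6 of 22 such RNAs rose and 4 fell (8 rose when adjusted over the list alone, adjusted p = 0.857). The ACTB ratios of 3' to 5' probe sets overlapped between day 9 (1.06 to 1.77) and day 0 (1.08 to 1.75). AURKA fell by 0.83 (adjusted p = 0.0118, and 0.0525 without replicate 3 of day 9), 1 of 2 that fell among 30 proliferation genes (adjusted p = 0.248). EYA1 fell by 1.73, the 1 of 7 HEK293 markers that passed (adjusted p = 0.862), and 1 of 15 osteosarcoma markers had probe sets in both directions (adjusted p = 0.248). Cholesterol synthesis had 1 rise and 1 fall among 20 genes (adjusted p = 0.705), the TCA cycle none of 20 (adjusted p = 0.0561), glycolysis 1 rise among 22 (adjusted p = 0.0750), mitochondrial chaperones 1 rise among 13 (adjusted p = 0.0783), interferon-stimulated genes none of 10 (adjusted p = 0.426) and hypoxia genes 1 rise and 1 fall among 16 (adjusted p = 0.862), all from camera. Of 141 genes in pathways that S2 Data gives as higher at day 9, 27 rose and 12 fell (adjusted p = 2.48e-05, and 0.156 with an estimated correlation), and of 167 in pathways given as lower, 2 rose and 20 fell (adjusted p = 0.665). In NDI1/AOX cells 11 of the former rose and 16 fell (adjusted p = 0.0746), and 2 of the latter rose and 27 fell (adjusted p = 0.315). These lists come from sequencing of the same DN-POLG RNA and are not independent evidence.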

We found 1,408 genes with adjusted *p* ≤ 0.05 that were differentially expressed between days 0 and 9 in this cellular background (S7 Data). These results indicate that it is the maintenance of NADH oxidation in the mitochondria, in the context of mtDNA depletion, that prevents the differential expression of genes.

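ATF4 targets rose more in DN-POLG cells than in NDI1/AOX cells. In DN-POLG cells, 11 of 27 rose, 1 fell and 1 had probe sets in both directions (15 rose and 2 fell when adjusted over the list alone, adjusted p = 7.92e-07 from camera, and 0.10 with an estimated correlation), and their mean log2 fold change was 0.71 against 0.09 in NDI1/AOX cells. The difference between the responses, tested as an interaction, was 2.20 for NUPR1 (standard error 0.71), 2.12 for DDIT4 (standard error 0.53), 1.51 for ASNS (standard error 0.37) and 1.10 for PCK2 (standard error 0.38), and was above 0 for 23 of the targets. As a group the difference was 0.62 (adjusted p = 1.21e-07 from camera, and 0.255 with an estimated correlation), although no single target passed (adjusted p = 0.999 from limma, 2 higher when adjusted over the list alone). With array weights the difference for DDIT4 did pass (adjusted p = 0.0246 from limma). At day 0 the targets already stood higher in NDI1/AOX cells, by a mean of 0.32. Genes of proliferation responded lower in DN-POLG cells by a mean of 0.26 (adjusted p = 1.20e-04 from camera, and 0.262 with an estimated correlation).
Many genes changed in the same direction in both cell models. Of 489 genes with a probe set that rose in DN-POLG cells and 518 in NDI1/AOX cells, 241 were shared, where independent lists would share 20.9, and of 1169 and 1745 that fell, 919 were shared, against 168. STK17B rose by 3.19 in DN-POLG cells (0.74 with its probe sets averaged), TMCC1 fell by 4.04 there and VANGL1 fell by 4.21 in NDI1/AOX cells, both to signals under the filter, and SLC38A2 fell in DN-POLG cells by 1.36. With the 6 DN-POLG arrays of these days alone in the model, the calls of TMCC1 (adjusted p = 0.0994) and SLC38A2 (0.0527) in DN-POLG cells were lost. Calls in opposite directions numbered 83 and 61, against 70.5 and 50.0 for independent lists. The 67 and 75 genes with probe sets in both directions enter both lists, so 1 gene can count as shared and as opposite. Of the 2113 genes called in a single direction in NDI1/AOX cells, 96.97% changed in that direction in DN-POLG cells at day 9. Across genes, which are not independent replicates, the log2 fold changes of the models had a Pearson's r of 0.722, and no array entered both.
By limma's test of the difference between the responses, 0 genes passed at the adjusted threshold, and the methods' ANOVA also gave 0. Between days 0 and 9 of DN-POLG cells that ANOVA gave 1566 genes with all 18 arrays in the model and 0 with the 6 arrays of the comparison alone, where the 6 arrays of NDI1/AOX cells gave 4182. At an unadjusted p, 742 genes differed, 534 with a higher and 206 with a lower response in DN-POLG cells, or 6.13% of those tested. In simulations with 67, 67 and 66 probe sets changed by a log2 of 1, 2 and 3, this test recovered 5.97%, 38.8% and 78.8%. There 88 probe sets were called against 0 in the data, so these shares are not its sensitivity here. In the data the test gave 2 genes without replicate 2 of day 9 in DN-POLG cells and 10 without replicate 2 of day 9 in NDI1/AOX cells. With array weights it gave 34, and with no filter on dim probe sets 4.
From the absence of differentially expressed genes in NDI1/AOX cells and their presence in DN-POLG cells on the same platform, the paper infers that it is the maintenance of NADH oxidation in mitochondria that prevents the differential expression otherwise seen with mtDNA depletion.

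**Figure D2:**
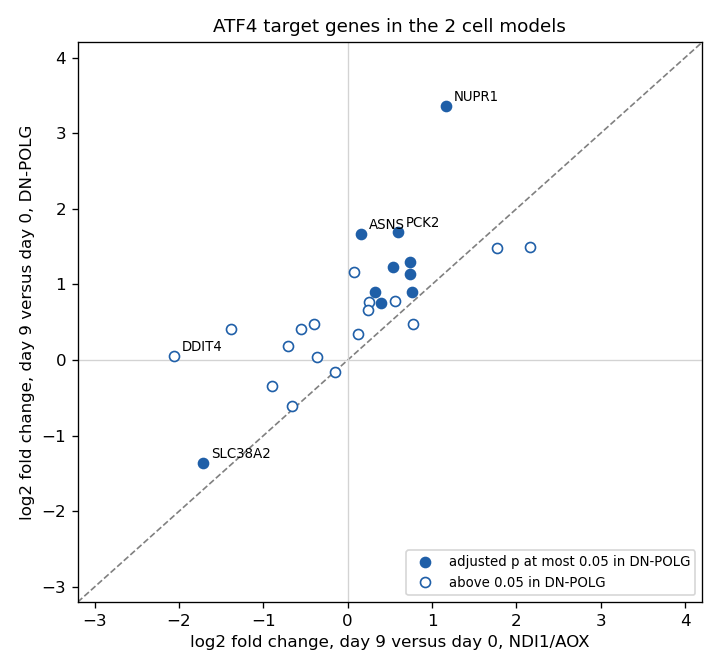
Log2 fold change between days 0 and 9 in NDI1/AOX cells (horizontal axis) and in DN-POLG cells (vertical axis) of 27 ATF4 target genes, 1 point per gene, filled where the adjusted p of its brightest probe set in DN-POLG cells is at most 0.05. Of the points, 23 lie above the dashed line of equal response.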

To better understand the effects of NDI1/AOX expression in the presence of mtDNA, we next compared the microarray data from DN-POLG cells with those from NDI1/AOX cells at day 0. Again, no DEGs were detected when adjusting for FDR. 

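HECTD4, a ubiquitin ligase, was higher in NDI1/AOX cells at day 0, with a mean signal of 4588 against 677 in DN-POLG cells, a log2 fold change of 2.78 (standard error 0.22, adjusted p = 2.48e-05 from limma). It was the single gene of 12104 that passed, and also the single gene that the methods' ANOVA gave. Its probe set can match several transcripts, and no gene passed once such probe sets were left out. Without replicate 3 of NDI1/AOX cells 2 genes passed, and without replicate 3 of DN-POLG cells 4 did. With array weights 942 passed. POLG did not differ at an adjusted p of 0.918 (log2 fold change -0.44), before doxycycline was added.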

Using unadjusted *p*-values, we found 842 genes that were differently expressed between the 2 cell types at day 0 (S8 Data). However, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis identified little to no overlap to the findings obtained when utilizing the DEGs identified in the DN-POLG when mtDNA was depleted (S8 Data). Thus, we conclude that expression of NDI1/AOX does not cause significant off-target effects. Nevertheless, the maintenance of NADH oxidation provided by these enzymes is sufficient to prevent the DNA methylation and transcriptomic changes that result from mtDNA depletion, independent of mitochondrial ATP production or the ΔΨm, which were not rescued by NDI1/AOX expression [4].

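With all arrays weighted equally, genes that differed between the cell models only before adjustment include ASNS, NUPR1 and DDIT4. ASNS had a log2 fold change of 1.01 (standard error 0.26), NUPR1 of 1.79 (standard error 0.50) and DDIT4 of 1.10 (standard error 0.37), all higher in NDI1/AOX cells, while CENPE, a kinesin of the kinetochore, had -0.66 (standard error 0.23) and NDUFS6, a subunit of complex I, -0.73 (standard error 0.28). All 5 had an adjusted p of 0.906 from limma. With array weights ASNS (adjusted p = 0.0372 from limma), DDIT4 (0.00608), CENPE (0.0167) and NDUFS6 (0.0373) passed, and NUPR1 did not. In all, 1000 genes passed at an unadjusted p of 0.05, which is 8.26% of those tested, 628 of them higher in NDI1/AOX cells, 368 lower and 4 in both directions. The count moved with each array left out: 642, 627 and 603 without replicates 1, 2 and 3 of NDI1/AOX cells, and 1650, 556 and 2412 without those of DN-POLG cells.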

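Genes higher in NDI1/AOX cells at day 0 were shared with those higher at day 9 in DN-POLG cells more often than independent lists would be, in comparisons that have their controls in common. At an unadjusted p in both comparisons, 206 genes were higher in both, where independent lists would share 78.5, and 89 were lower in both, against 74.4. Genes in opposite directions numbered 118 and 44, against 126 and 46.2. The 4 and 264 genes with probe sets in both directions enter these counts both ways. With the adjusted calls at day 9, 77 were higher in both (25.5 for independent lists) and 40 lower in both (35.9). Both comparisons use the same 3 arrays of DN-POLG day 0, and with 3 arrays these cannot be split into parts of at least 2 each, so part or all of the excess may come from the shared controls. In simulations of unchanged groups with common controls, lists held 1118 genes each. Of these, 281 were shared in the same direction and 49.7 in opposite directions. The lists here hold 1000 and 3659, so these counts cannot be set side by side. The covariance of the log2 fold changes across genes was 0.0244, below the simulated 0.0573, and r was 0.110, against a simulated 0.497. Sharing beyond that from common controls is therefore not shown.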

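As groups, nuclear-encoded respiratory chain subunits were lower in NDI1/AOX cells than in DN-POLG cells at day 0, with a mean log2 fold change of -0.21 over 64 genes (adjusted p = 1.63e-08 from camera). ATF4 targets were higher (adjusted p = 0.0204, but 0.126 to 0.179 without replicate 2 of NDI1/AOX cells or replicate 1 or 3 of DN-POLG cells, 0.0758 with the 6 arrays of the comparison alone in the model and 0.823 without probe sets that match several transcripts), and genes of proliferation had a mean of -0.15 (adjusted p = 0.0204, but 0.0833 to 0.254 without replicate 3 of NDI1/AOX cells or replicate 1 or 2 of DN-POLG cells, and 0.0605 to 0.397 after quantile normalization, with no signal filter or without probe sets that match several transcripts). With an estimated correlation the adjusted p was 0.914 for each of these. The other 19 lists did not pass, and no gene of any list passed, adjusted over the list alone included. In simulations at the measured spread, this comparison recovered 22.4% of genes changed by a log2 of 1, 65.7% of those changed by 2 and 93.9% of those changed by 3.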

## Discussion

Our understanding of how changes in mitochondrial function can impact the epigenetic control of gene expression in the nucleus is still incomplete. Despite the fact that mitochondrial dysfunction has been shown to affect histone modifications and DNA methylation, mechanistic links between these processes have not been elucidated, particularly in terms of methylation reactions. Earlier studies proposed a prominent role for ROS or 2-HG as inhibitors of the DNA or histone demethylases [26–29]. However, a direct demonstration that the demethylases are inhibited as mitochondria become dysfunctional is still lacking. In this study, we used a novel cell culture system of progressive mtDNA depletion, an isogenic counterpart cell line that was engineered to maintain NADH oxidation, despite loss of mtDNA, and a widely used cell line that is chronically depleted of mtDNA to demonstrate that (i) the methionine cycle responds to loss of TCA function; (ii) salvage pathways of methionine, including through MTA, are engaged in the context of mtDNA loss; (iii) DNA hypermethylation is associated with higher SAM concentrations, 5meC levels, and DNMT activity; (iv) changes in DNA methylation occur predominantly in genes differentially expressed as a result of mtDNA depletion; and (v) genes involved in key pathways responding to mtDNA depletion are targets of differential methylation. Collectively, these findings provide new mechanistic insights that connect mitochondrial function and epigenetics in a way that is likely to have broader relevance to health and disease. In view of their potential impact, further studies to validate and explore these findings in different cell types and in vivo are warranted.

Our transcriptomic analysis revealed a dynamic relationship between the loss of mtDNA and the genes that respond to the resulting mitochondrial dysfunction. Our results confirm the serine response that was recently reported by others [8,9,13], but we found that it involves a series of additional amino acids, including methionine. We also identified that inhibition of fat metabolism, perhaps as an additional means of sparing acetyl-CoA, started early in the progression of mitochondrial dysfunction. The identification of methionine degradation as an early response to mtDNA depletion was unexpected. To our knowledge, no direct link between these processes have been previously reported. Our data with the NDI1/AOX cells clearly suggest that resuming TCA flux can turn off the methionine response involving the salvage pathway through MTA. Methionine salvage from MTA can also contribute to the generation of α-ketoglutarate, and because it is intimately linked to polyamine synthesis, where putrescine can generate succinate, we propose a model in which the methionine cycle responds to mtDNA depletion based on changes in TCA intermediates (Fig 3F). At the same time, MTA can also contribute to the purine pool, whose imbalance seems to be an early response to mtDNA loss, perhaps as an additional means to maintain homeostasis.

It had been previously shown that, at least in cancer cells, serine contributes to SAM, DNA, and RNA methylation by de novo ATP synthesis [30]. However, maintenance of TCA flux in the NDI1/AOX cells had no impact on serine biosynthesis under our experimental conditions, which rules out that serine is limiting for SAM levels under conditions of mtDNA depletion. It is currently unclear how (and whether it is that) changes in flux through the TCA cycle or changes in the levels of particular TCA metabolites are sensed outside of the mitochondria. Given that acetyl-CoA is an important intermediate of the TCA cycle, which is used both for biosynthetic purposes and for posttranslational protein modifications [31,32], it is possible that its levels are sensed by other parts of the cell. Changes in these levels initiate an entire cascade to ultimately preserve a level of acetyl-CoA that is compatible with maintenance of key cellular functions. We suggest that a sensitive but yet-unidentified pathway that senses and regulates TCA intermediates, such as acetyl-CoA (or flux), within the mitochondria must exist and efficiently communicate to the rest of the cell.

The activation of serine biosynthesis and the remodeling of mitochondrial folate and 1C metabolism toward transsulfuration to produce cysteine and glutathione have recently been the subject of various studies. It was shown that this pathway is consistently engaged upon in vitro and in vivo mtDNA depletion, by the inhibition of the ETC with agents such as rotenone or antimycin C, or by compounds that alter protein homeostasis [8,9,13,33]. Our data revealed that the remodeling of 1C metabolism toward transsulfuration is a response to overt mitochondrial dysfunction but does not take place when the organelle is still able to maintain ETC function. It remains unclear why the mitochondrial folate pool and serine biosynthesis are engaged upon mitochondrial dysfunction, although it has recently been shown that mammalian target of rapamycin (mTOR) and the transcription factor ATF4 are involved in these processes [8,13,33]. While we envision that alterations in 1C metabolism can effectively alter nucleotide pools, redox, and methylation reactions—thus potentially impacting cell cycle, transcription, replication, and signaling concomitantly—the exact signal that arises from mitochondria remains to be identified. It has been proposed that ATF4-dependent serine biosynthesis arises from oxidative stress due to a stalled respiratory chain [8]. However, our data do not support this hypothesis, since we found no changes in respiratory function at day 3 [4] and, most importantly, that maintenance of NADH oxidation in the NDI1/AOX cells does not turn off the serine biosynthesis response. Further studies will be required to resolve this issue.

Our finding that there is an extensive cellular metabolic rewiring associated with mitochondrial dysfunction centered on amino acid and lipid metabolism was not fully surprising. What was unexpected was that the maintenance of NADH oxidation in NDI1/AOX cells prevented, most significantly, the changes in methionine metabolism and polyamine synthesis. To our knowledge, this is the first report that directly connects these pathways to mitochondrial function. The roles of polyamines in cell biology are still poorly understood and are linked to effects on cell proliferation, chromatin configuration, gene transcription, and even mitochondrial calcium homeostasis [34,35]. Whether the changes in polyamine levels we identified to be associated with mitochondrial dysfunction are sufficient to affect any of these processes requires further studies. It is worth noting that a mouse completely deficient in spermine synthase activity was identified in a cohort of female irradiated offspring [36,37]. The complete loss of polyamines is embryonic lethal in vivo [38]. Most interestingly, these mice have many phenotypes that resemble mitochondrial diseases, including deafness, sterility, neurological abnormalities, and reduced life span [39,40], which supports a potential link between polyamine synthesis and mitochondrial health.

Finally, our data revealed that many of the genes that are differentially expressed in response to mtDNA depletion are also differentially methylated. Moreover, we showed these changes in methylation and gene expression can be prevented by maintaining NADH oxidation in the NDI1/AOX cells. These findings support the notion that the epigenetic changes caused by mtDNA depletion are intimately associated with the differential expression of genes in the DN-POLG cells. It is possible that posttranscriptional modifications of specific proteins, and not transcriptional changes of specific genes, account for the lack of differential gene expression in the cells overexpressing the NDI1/AOX transgenes. However, we think this is unlikely to be the case. Alternatively, it can be argued that it is the metabolic rescue provided by NADH oxidation in the mitochondria that is directly responsible for turning off the transcriptional response in these cells. Given the continued activation of the metabolism of serine, folates, and others, despite maintenance of TCA flux, we do not favor this possibility. More studies are required to better address these issues.

The remarkable parallels between our in vitro results and the data obtained with in vivo mouse models and patient samples of mitochondrial disorders [9,33] suggest that our findings may be relevant to human health. In fact, careful analysis of the metabolic data from heart and muscle of the Deletor mouse strain indicate that the methionine salvage pathway and polyamine synthesis are altered based on increased steady state levels of choline, betaine, ornithine, and MTA (S6 Fig) [9]. Similar findings were observed in the liver of another mouse model of mtDNA abnormalities driven by a thymidine kinase mutation [41] in which MTA and adenosine levels are higher than wild-type controls (S6 Fig). However, whether the DNA is also hypermethylated in those models and which genes may be affected by it remain to be addressed. It also remains to be determined the extent to which the flux from polyamines to the methionine cycle end up in methylation reactions and whether these changes are drivers or contributors of the overall response to mtDNA depletion. It is also unclear whether these same effects occur in the context of other types of mitochondrial dysfunction. This will be especially important for studies to reveal how environmental toxicants that target the mitochondria change the biology of the cell. Irrespective of these limitations, our findings have the potential to fundamentally change our understanding about the role and impact of mitochondrial metabolism in health and disease.

## Materials and methods

### Cells

HEK293T cells carrying a tetracycline (Tet)-on inducible DN-POLG from [42] were used to generate derivatives also ectopically expressing AOX and NDI1 and cultured as described previously [4]. The osteosarcoma cell line 143B and its rho0 derivative, graciously obtained from Dr. Eric Schon at Columbia University, were routinely grown in DMEM high glucose (4.5 g/L) supplemented with 10 mM pyruvate, 50 μg/mL of uridine, 10% FBS, and 1% penicillin/streptomycin under 37°C and 5% CO_2_. Except for ChIP-seq experiments (*N* = 2) all experiments were performed on *N* = 3 independent biological replicates.

### RNA extraction

RNA was extracted from 3 independent cell cultures of DN-POLG cells at days 0, 3, 6, and 9 using RNAeasy Mini and QIAshredder kits (QIAGEN) and was used for both RNA-seq and microarrays; RNA from NDI1/AOX cells was obtained at days 0 and 9 and used for microarrays only. In all cases, samples from 3 independent experiments were collected (*N* = 3 per time point per cell model).

### Quantification of DNMT activity in 143B cells

DNMT activity was assayed using radioactive filter-binding assay, as previously described [43]. Briefly, 143B cells from rho+ or rho0 cells were lysed and the nuclear fraction enriched using differential centrifugation. Then, cell lysates were used to monitor the incorporation of tritiated (3H) methyl groups into a poly-IC duplex DNA oligonucleotide. The unreacted (methyl-3H) was separated from the radiolabeled DNA using filter binding. The 3H–CH3-containing duplex DNA was then quantified by liquid scintillation. Data were normalized to protein content and presented relative to the detected activity in rho+ cells. Samples from 3 independent replicates were collected (*N* = 3 per 143B derivative).

### Gene expression experiments by RNAseq in DN-POLG cells

RNA from DN-POLG cells at days 0, 3, 6, and 9 (*N* = 3 each timepoint) was poly-A-selected and sequenced with a HiSeq 2000 system (Illumina). Following 3′ adapter trimming and base-calling filtering (phred score > 20), we obtained approximately 100 million 126-nt paired-end reads per individual sample (7–8 flow cell lanes/sample), which were aligned to the hg19 human reference genome (Genome Reference Consortium GRCh37 from February 2009) [44] with TopHat-Fusion function [45]. Composite RPKM counts within genomic coordinates of 20,304 nonhaplotype HGNC-annotated genes were used to calculate gene expression differences based on log2-transformed fold-change (log2FC) relative to average gene RPKM at day 0 at a significance level *p* < 0.05 adjusted for multiple comparisons [46].

### Detection of DEGs by RNA-seq

DEGs were detected using weighed two-way ANOVA (gene × time) of log2-transformed expression fold change measurements with respect to the average composite RPKM at day 0 (log2FC); *N* = 12 (3 biological replicates per time point). Gene-wise log2FC values were weighed by a relative metric of sequencing representation (cumulative hazard of significance scores from gene-wise RPKM rate modeling with an exponential distribution and inverse link function). A total 2,854 HGNC-annotated DEGs were detected in DN-POLG cells at a significance level *p* < 0.05 adjusted for multiple comparisons [46], filtering against a minimum gene-wise effect size δ_log2FC_ > 0.3 × σ_log2FC_, and post hoc pairwise significance (Student *t* test *p* < 0.05) between log2FC values at days 3, 6, or 9 versus day 0. For gene-level effect size filtering, δ_log2FC_ = 0.3 × σ_SSR_ is 5% of the 6σ-spread log2FC regression error with respect to a gene’s grand mean (where [σ_SSR_]^2^ = [SSR_log2FC_] / [N– 1]) compared to 5% of the 6σ-spread in measurement error about the mean log2FC at each time point in the gene (where [σ_log2FC_]^2^ = [SSE_log2FC_] / [N-1]).

### Gene expression experiments by microarray technology and data analyses

For microarrays analysis of gene expression, the Affymetrix Human Genome U133 Plus 2.0 GeneChip arrays were used. Samples were prepared as per manufacturer’s instructions. Arrays were scanned in an Affymetrix Scanner 3000 and data were obtained using the GeneChip Command Console and Expression Console Software (AGCC, Version 3.2; Expression Console, Version 1.2) using the MAS5 algorithm to generate CHP-extension files. ANOVA was used to identify statistical differences between means of groups at α < 0.05 level among HG-U133 Plus 2.0 probe sets unambiguously mapped to UCSC known gene transcripts.

### Detection of differentially enriched metabolites

Differentially enriched metabolites were detected for DN-POLG and NDI1/AOX cells separately using two-way ANOVA (metabolite × time) of log2-transformed relative changes in abundance versus untreated cells (log2RC); *N* = 16 (4 biological replicates per time point in each DN-POLG and NDI1/AOX); refer to previously published original data elsewhere [4]. Data with significance level *p* < 0.05 adjusted for multiple comparisons [46] were then filtered against minimum effect size δ_log2RC_ ≥ 0.3 × σ_log2RC_ = 0.20 (approximately 1.15-fold change). The δ_log2RC_ corresponds to the smallest estimate between DN-POLG and NDI1/AOX cells of metabolome-wide effects at 5% of the 6σ-spread in log2RC measurement error across all metabolite × time groups (where [σ_log2RC_]^2^ = [SSE_log2RC_] / [*N*– 1]).

### DNA methylation arrays and data analyses

Genomic DNA was extracted from 3 independent cell cultures of DN-POLG cells at days 0, 3, 6, and 9 and NDI1/AOX cells at days 0 and 9 and bisulfite-converted using an EZ DNA Methylation kit (Zymo Research) following the manufacturer’s protocol. Differential methylation at the CpG dinucleotide level was conducted using Human Methylation450 v1 BeadChip arrays (Illumina) following the InfiniumHD methylation protocol. Data were obtained using Illumina’s GenomeStudio software (version 2011.1) using no background subtraction and no normalization parameters. Probes in a probe × cell × time block with >1 failed reads or >1 outliers (1.5 IQR rule on residuals around probe × cell × time sample means) were discarded from analysis. Probe-level groups with *N* = 2 after failed read or outlier filtering were brought to *N* = 3 by substitution with probe × cell × time trimmed mean values adjusted by imputed array-wise residual estimates using the pairwise correlation matrix of cell × time statistical groups. Probe methylation percentage was quantified from fluorometric signal intensities of methylation (mCG) and unmethylation (CG) in terms of ß = [mCG/(mCG+CG)] × 100. ANOVA was used to identify statistical differences between the means of groups at a significance level *p* < 0.05 adjusted for multiple comparisons [46] using JMP software (Version 11) followed by post hoc pairwise significance testing (*p* < 0.05) with respect to day 0 in DN-POLG or NDI1/AOX cells.

## Supporting information

S1 Fig Experimental design and measures of reproducibility in DN-POLG and NDI1/AOX model of dox-inducible mtDNA depletion. (A) Schematic representation of experimental procedure and data integration. Culture splits were performed every 3 days, corresponding to observed interval needed for noninduced DN-POLG or NDI1/AOX starter cultures to return to confluence after 1:2 subcultivation. As depicted, each cell culture round going from one single starter culture to individual cultures at day 0 (1 flask), 3 (1 flask), 6 (2 flasks, pooled), or 9 (4 flasks, pooled) of continuous supplementation with doxycycline (10 ng/mL) represents a single biological replicate. Independent biological replicates per cell model and per timepoint were produced for different assays: transcriptomics, *N* = 3; metabolomics, *N* = 4; DNA methylation, *N* = 3. (B–D) Reproducibility of biochemical output among DN-POLG biological replicates as shown by pairwise concordance and Pearson’s correlation *r* within different assays: (B) RNA-seq (Log_10_[RPKM], poly[A]-enriched RNA, uniquely aligned reads to hg19 reference genome; days 0, 3, 6, and 9); (C) Illumina HM-450K DNA Methylation BeadArrays (% mCG/CG, bisulfite-converted DNA; days 0, 3, 6, and 9); and (D) Metabolon mass spectrometry (Log_10_[Content], arbitrary units; days 0, 3, 6, and 9). (E–G) Reproducibility of biochemical output among NDI1/AOX biological replicates, as shown by pairwise concordance and Pearson’s correlation *r* within different assays: (E) Affymetrix HG-U133 Plus 2.0 Microarrays (Log_10_[Intensity], Total RNA; days 0 and 9); (F) Illumina HM-450K DNA Methylation BeadArrays (%mCG/CG, bisulfite-converted DNA; days 0 and 9); and (G) Metabolon mass spectrometry (Log_10_[Content], arbitrary units; days 0, 3, 6, and 9). Underlying data are reported in S1 Data for (B); S4 Data for (C) and (F); S3 Data for (D) and (G); and S7 Data for (E). %mCG, percentage of DNA methylation; AOX, alternative oxidase; DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA; NDI1, nicotinamide adenine dinucleotide reduced dehydrogenase-like 1; RNA-seq, RNA sequencing; RPKM, reads per kilobase per million.
(TIF) Click here for additional data file.

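For the arrays of panel E, Pearson's r of the log10 signal over all 54675 probe sets was 0.932 to 0.934 between the 3 pairs of NDI1/AOX day 0 cultures and 0.916 to 0.923 between those of day 9. Between a day 0 and a day 9 culture it was 0.904 to 0.913, below each value within a day. Over the 23132 brighter probe sets that entered the tests, r was 0.981 to 0.984 within day 0 and 0.963 to 0.974 within day 9. These correlations run across probe sets, which are not independent replicates.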

S2 Fig Validation of RNA-seq measurements in DN-POLG cells by quantitative PCR. (A) Left upper panel depicts concordance of relative expression estimates normalized to housekeeping ACTB between RNA-seq and qPCR experiments for 12 nuclear-encoded DEGs and 3 mtDNA-encoded genes; increasingly darker shades of brown (nuclear-encoded) and gray (mtDNA-encoded) depict relative gene expression values at days 3, 6, and 9 each versus day 0. qPCR was performed from cDNA templates derived using the same total RNA extracts for both techniques (*N* = 3 per timepoint) and were performed in technical triplicates for each of the 3 biological replicates. Right top panels show graphs for mtDNA-encoded genes while the bottom panels depict data from nuclear DNA-encoded transcripts. Underlying data are reported in S1 Data. (B) Top 5 significantly enriched upstream regulators for upregulated and downregulated DEGs in DN-POLG cells at days 3, 6, and 9 of dox-inducible mtDNA depletion, per Ingenuity Pathway Analysis. ACTB, ß-actin; DEGs, differentially expressed genes; DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA; qPCR, quantitative polymerase chain reaction; RNA-seq, RNA sequencing.
(TIF) Click here for additional data file.

S3 Fig Differentially enriched metabolites and significantly associated metabolic pathways in DN-POLG cells. Metabolomics was performed in DN-POLG cells at days 0, 3, 6, and 9; *N* = 4 per time point. Differentially enriched metabolites were identified based on log2-transformed fold-changes in arbitrary detection units versus the mean at day 0 by a two-way ANOVA test (metabolite × time) at an adjusted Benjamini-Hochberg *p* ≤ 0.05, and are detailed in S3 Data. (A) Number of differential metabolites identified in DN-POLG cells at days 3, 6, and 9 of doxycycline supplementation compared to day 0 (circle plots, top), and their overlap between time points (Venn diagram, bottom). (B) Heatmap of significantly represented canonical metabolic pathways per Ingenuity Pathway Analysis [−log(p) > 1.3] based on differentially enriched metabolites in DN-POLG cells at days 3, 6, and 9 of dox-inducible mtDNA depletion. Coloring of listed pathway names correspond to clades of pathways inferred by unsupervised clustering of enrichment scores across timepoints. (C–G) Data integration of average log_2_-fold changes relative to day 0 in gene expression (down: green, up: red; numerical values reported in S1 Data) and metabolite enrichment (down: blue, up: red; numerical values reported in S3 Data) with PathVisio engine for (C) nucleotide metabolism, (D) Methionine De Novo and Salvage Pathway, (E) One-Carbon Metabolism and Related Pathways, (F) Amino Acid Interconversion, and (G) Amino Acid Metabolism. (H) Depiction of three metabolic nodes identified as the main drivers of the response to mtDNA depletion in DN-POLG cells by day 3, per Ingenuity Pathway Analysis. acetyl-Coa, acetyl coenzyme A; DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA; TCA, tricarboxylic acid.
(PDF) Click here for additional data file.

S4 Fig Doxycycline supplementation induces loss of mtDNA copy number and expression in DN-POLG cells over 9 days. (A) Average normalized read counts (RPM; bar plots: mean ± SEM) of mtDNA fragments obtained by next-generation sequencing of whole-cell DNA for DN-POLG cells; *N* = 2 per timepoint. (B) Average normalized read counts (reads per kilobase per million reads, RPKM; bar plots: mean ± SEM) of mtDNA transcripts (mtRNA) obtained by RNA-seq for DN-POLG cells; *N* = 3 per timepoint. Underlying data are reported in S1 Data. DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA; RNA-seq, RNA sequencing; RPKM, reads per kilobase per million reads; RPM, reads per million reads.
(TIF) Click here for additional data file.

S5 Fig DNA methylation levels in DN-POLG cells are changed in the course of mtDNA depletion. (A) Violin plots depict Δ%mCG for DML observed in DN-POLG cells by HM-450K BeadArrays broken down by probe annotated location: IGR, TSS 1500 and TSS 200, 5'UTR, 1st exon (exon 1 as per annotated reference genome), body (gene body), and 3'UTR. Number of DML at each time point is shown at the top of each plot frame within each time point and probe location class. (B) Unsupervised hierarchical clustering showing the percentage of methylation of individual locus, presented in each row, in either rho+ or rho0 cells based on Illumina 450K methylation arrays; *N* = 3. (C) Immunofluorescence using antibodies again 5meC or 5hmeC in both cell types; images taken with confocal microscope; blue—DAPI-stained nucleus; controls containing only primary or only secondary antibodies or background fluorescence are omitted. (D) Dot blots probing levels of 5meC or 5hmeC were performed in technical triplicates; *N* = 12. (E) Number of DMEGs in DN-POLG cells at each time point is shown above each panel. All identified differentially methylated probes relative to day 0 associated with DEGs in DN-POLG cells are shown. X-axis depicts the degree of methylation change while the y-axis shows the expression change for each respective DEG. (F) Expected versus observed number of genes that bear or do not bear changes in DNA methylation relative to DEGs in DN-POLG cells; *p*-value was calculated using chi-squared test. (G) Bar graph shows metabolic pathways identified enriched in 143B rho0 cells chronically depleted of mtDNA based on 621 DEGs that were also differentially methylated, per Ingenuity Pathway Analysis; the top x-axis depicts log_10_-tranformed significance score of enriched pathways, whereas the bottom ratio x-axis (bottom) and line plot (orange) reflects the proportion of members within each pathway that are present in the dataset. (H) Concordance between gene expression directionality (y-axis) and change in DNA methylation levels (x-axis) are presented for each time point. The number of DEGs in each quadrant is also indicated; colors depict quantile density for “gene overall” plots. Values of Δ%mCG for “gene overall” plots equal the average of all probes inside genes, probes in their 5'–or 3' untranslated regions, and promoters; Δ%mCG values are also split into averages of promoter only [P, blue] or within-gene-body [B, red] probes. Underlying data are reported in S4 Data for (A), (E), (F), and (H); in S6 Data for (B); and in S1 Data for (E), (F), and (H). 5hmeC, 5-hydroxy-methyl-cytosine; 5meC, 5-methyl-cytosine; 5'UTR, 5- untranslated region; Δ%mCG, DNA methylation differences versus average of day 0; DEGs, differentially expressed genes; DMEGs, differentially methylated and expressed genes; DML, differentially methylated loci; DN-POLG, dominant-negative DNA polymerase gamma transgene; IGR, intergenic region; mtDNA, mitochondrial DNA; TSS 1500, transcription start site 1,500
(PDF) Click here for additional data file.

S6 Fig Metabolite increased in the DN-POLG cells are also changed in mice models of mtDNA depletion. Graphs depict levels of metabolites in Deletor mice (skeletal muscle or heart) based on the fold-change relative to wild-type littermates, as reported in [9]. TK2 data were calculated based on normalized metabolite values from the KOs versus wild-type counterparts, as reported in [41]. DN-POLG, dominant-negative DNA polymerase gamma transgene; KO, knockout; MTA, 5-methyl-thioadenosine; mtDNA, mitochondrial DNA; TK2, timidine kinase 2
(TIF) Click here for additional data file.

S1 Data Differentially expressed genes detected in DN-POLG cells by RNA-seq during 9-day time course of dox-inducible mtDNA depletion. ACTB, ß-actin; DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA; RNA-seq, RNA sequencing; RPKM, reads per kilobase per million; ChrM, chromosome M (mitochondrial).
(XLSX) Click here for additional data file.

S2 Data Significantly enriched pathways in DN-POLG at days 3, 6, and 9 of dox-inducible mtDNA depletion for upregulated and downregulated DEGs via Ingenuity Pathway Analysis. DEGs, differentially expressed genes; DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA.
(XLSX) Click here for additional data file.

S3 Data Differentially enriched metabolites (log_2_-ratio versus day 0) in DN-POLG and NDI1/AOX cells by metabolomics assays (Metabolon) during 9-day time course of dox-inducible mtDNA depletion. AOX, alternative oxidase; DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA; NDI1, nicotinamide adenine dinucleotide reduced dehydrogenase-like 1
(XLSX) Click here for additional data file.

S4 Data DEGs with differential DNA methylation in DN-POLG cells per time point during mtDNA depletion. AOX, alternative oxidase; Δ%mCG, DNA methylation differences versus average of day 0; DEGs, differentially expressed genes; DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA; NDI1, nicotinamide adenine dinucleotide reduced dehydrogenase-like 1
(XLSX) Click here for additional data file.

S5 Data Significantly enriched pathways at days 3, 6, and 9 of dox-inducible mtDNA depletion for DEGs with differential DNA methylation in DN-POLG cells via IPA. DEGs, differentially expressed genes; DN-POLG, dominant-negative DNA polymerase gamma transgene; IPA, Ingenuity Pathway Analysis; mtDNA, mitochondrial DNA.
(XLSX) Click here for additional data file.

S6 Data DEGs with differential DNA methylation in 143B rho0 cells. Δ%mCG, DNA methylation differences versus average of day 0; DEGs, differentially expressed genes.
(XLSX) Click here for additional data file.

S7 Data Differentially expressed genes detected at day 9 of dox-inducible mtDNA depletion in NDI1/AOX cells by microarray (Affymetrix HG-U133 Plus 2.0). AOX, alternative oxidase; mtDNA, mitochondrial DNA; NDI1, nicotinamide adenine dinucleotide reduced dehydrogenase-like 1
(XLSX) Click here for additional data file.

S8 Data Differentially expressed genes detected at day 9 of dox-inducible mtDNA depletion in DN-POLG cells by microarray (Affymetrix HG-U133 Plus 2.0). DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA.
(XLSX) Click here for additional data file.

S9 Data Original data from Fig 2F. (XLSX) Click here for additional data file.

## Abbreviations

Δ%mCG: percentage of DNA methylation change
ΔΨm: mitochondrial membrane potential
1C: one carbon
2-HG: 2-hydroglutarate
5hmeC: 5-hydroxy-methyl-cytosine
5meC: 5-methyl-cytosine
acetyl-CoA: acetyl coenzyme A
AOX: alternative oxidase
ATF4: activating transcription factor 4
DEGs: differentially expressed genes
DNMT: DNA methyltransferase
DN-POLG: dominant-negative DNA polymerase gamma transgene
eNOS: endothelial nitric oxide synthase
ETC: electron transport chain
FADH_2_: flavin adenine dinucleotide hydroquinone
FDR: false discovery rate
FGF21: fibroblast growth factor 21
GABA: γ-aminobutyric acid
GDF15: growth differentiation factor 15
HEK293: human embryonic kidney 293
IPA: Ingenuity Pathway Analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
mtDNA: mitochondrial DNA
NADH: nicotinamide adenine dinucleotide reduced
NDI1: nicotinamide adenine dinucleotide reduced dehydrogenase-like 1
MFSD2A: major facilitator superfamily domain-containing protein 2a
MTA: 5-methyl-thioadenosine
mTOR: mammalian target of rapamycin
NIEHS: National Institute of Environmental Health Sciences
NIH: National Institute of Health
OR: odds ratio
PPARα: peroxisome proliferator activated receptor alpha
RNA-seq: RNA sequencing
ROS: reactive oxygen species
RPKM: reads per kilobase per million
SAH: S-adenosyl-homocysteine
SAM: S-adenosyl-methionine
SAT1: spermidine/spermine N-acetyl-transferase 1
TCA: tricarboxylic acid
TET: Ten-eleven translocation
Tet: tetracycline
TP53: tumor protein p53

# Supplementary material for: Mitochondrial nicotinamide adenine dinucleotide reduced (NADH) oxidation links the tricarboxylic acid (TCA) cycle with methionine metabolism and nuclear DNA methylation
**Source:** PLoS Biol. 2018 Apr 18;16(4):e2005707. doi: 10.1371/journal.pbio.2005707

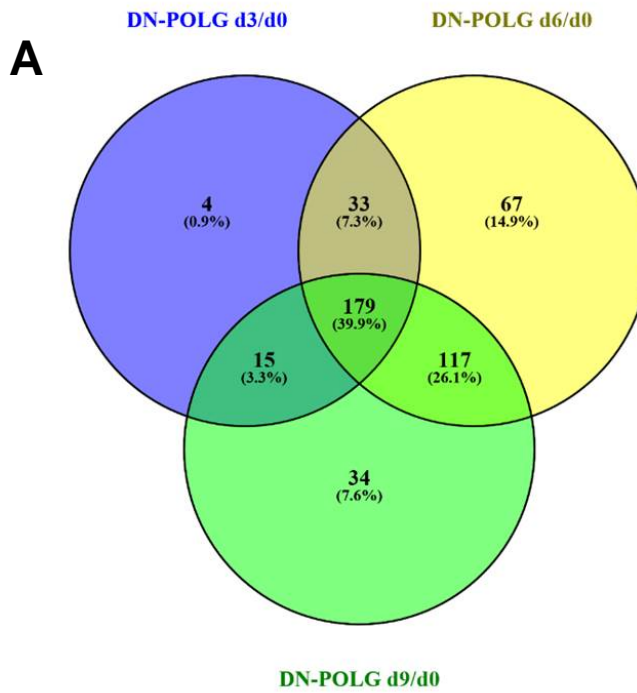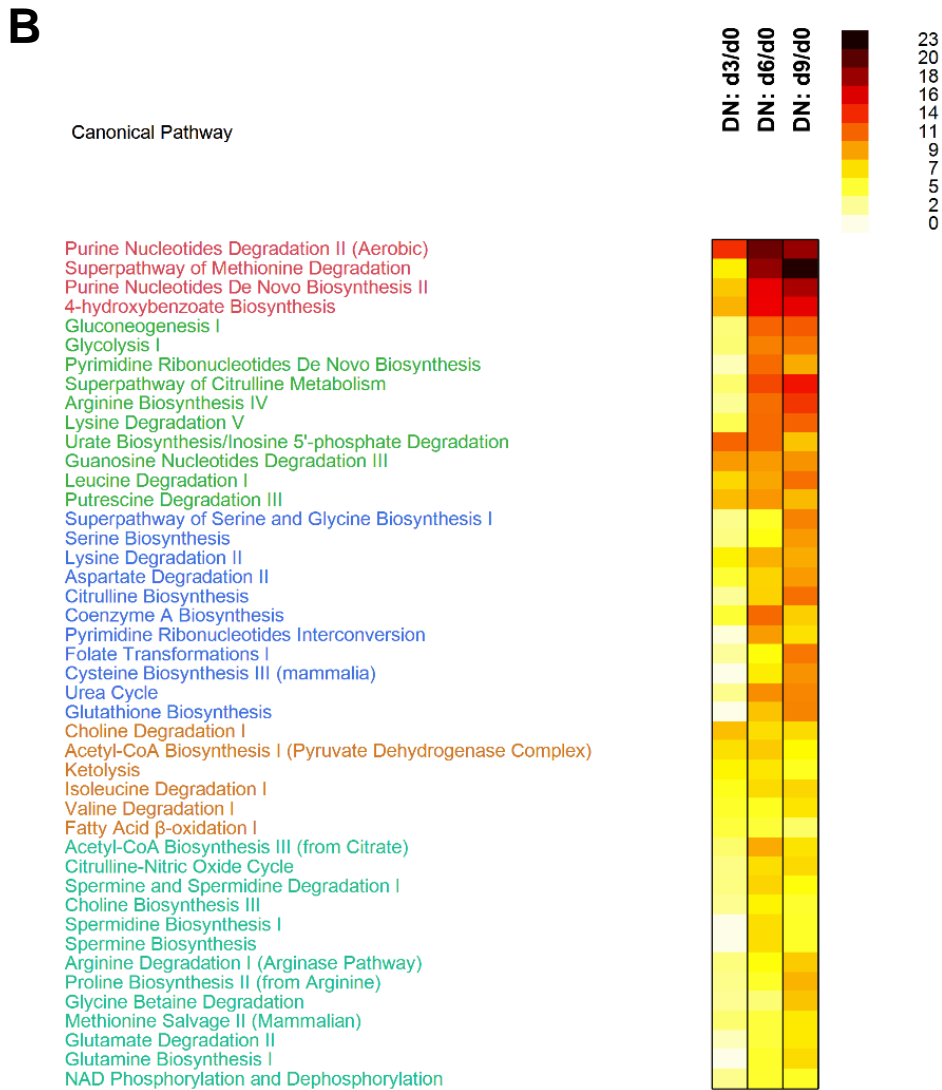

## Nucleotide Metabolism

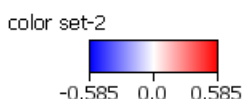

D

Methionine De Novo and Salvage Pathway

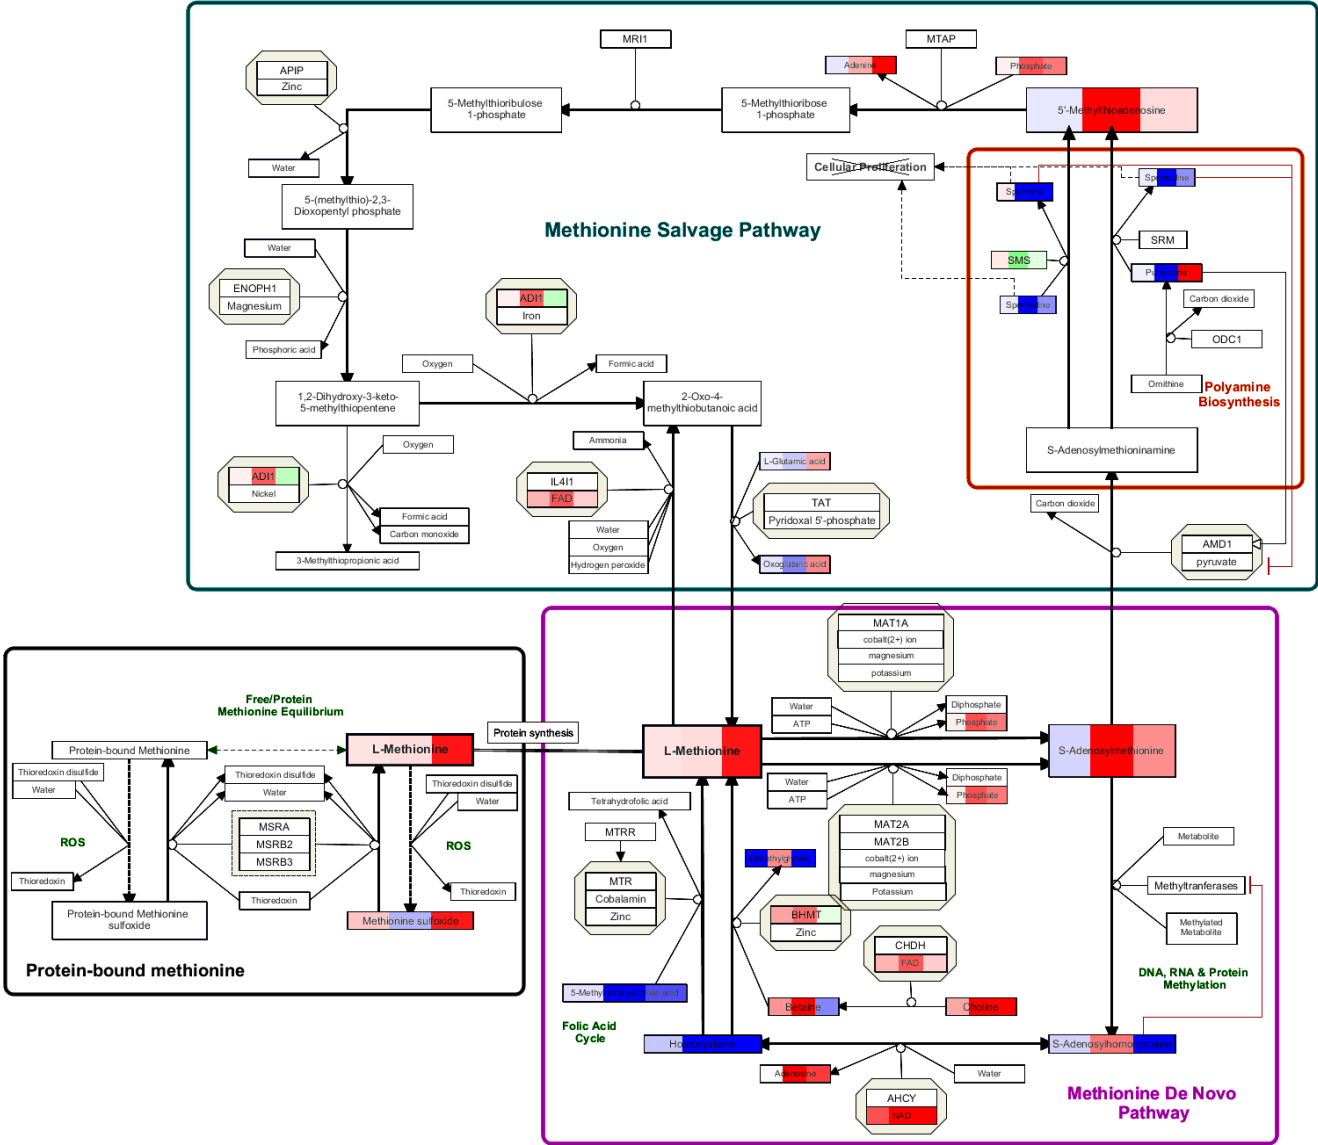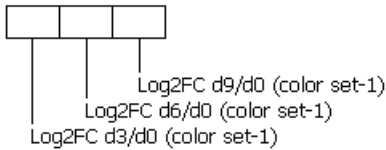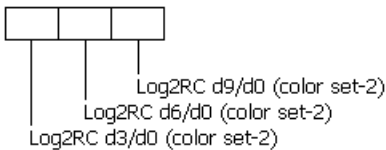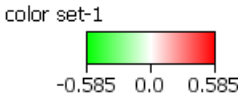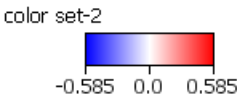

E

One-Carbon Metabolism and Related Pathways

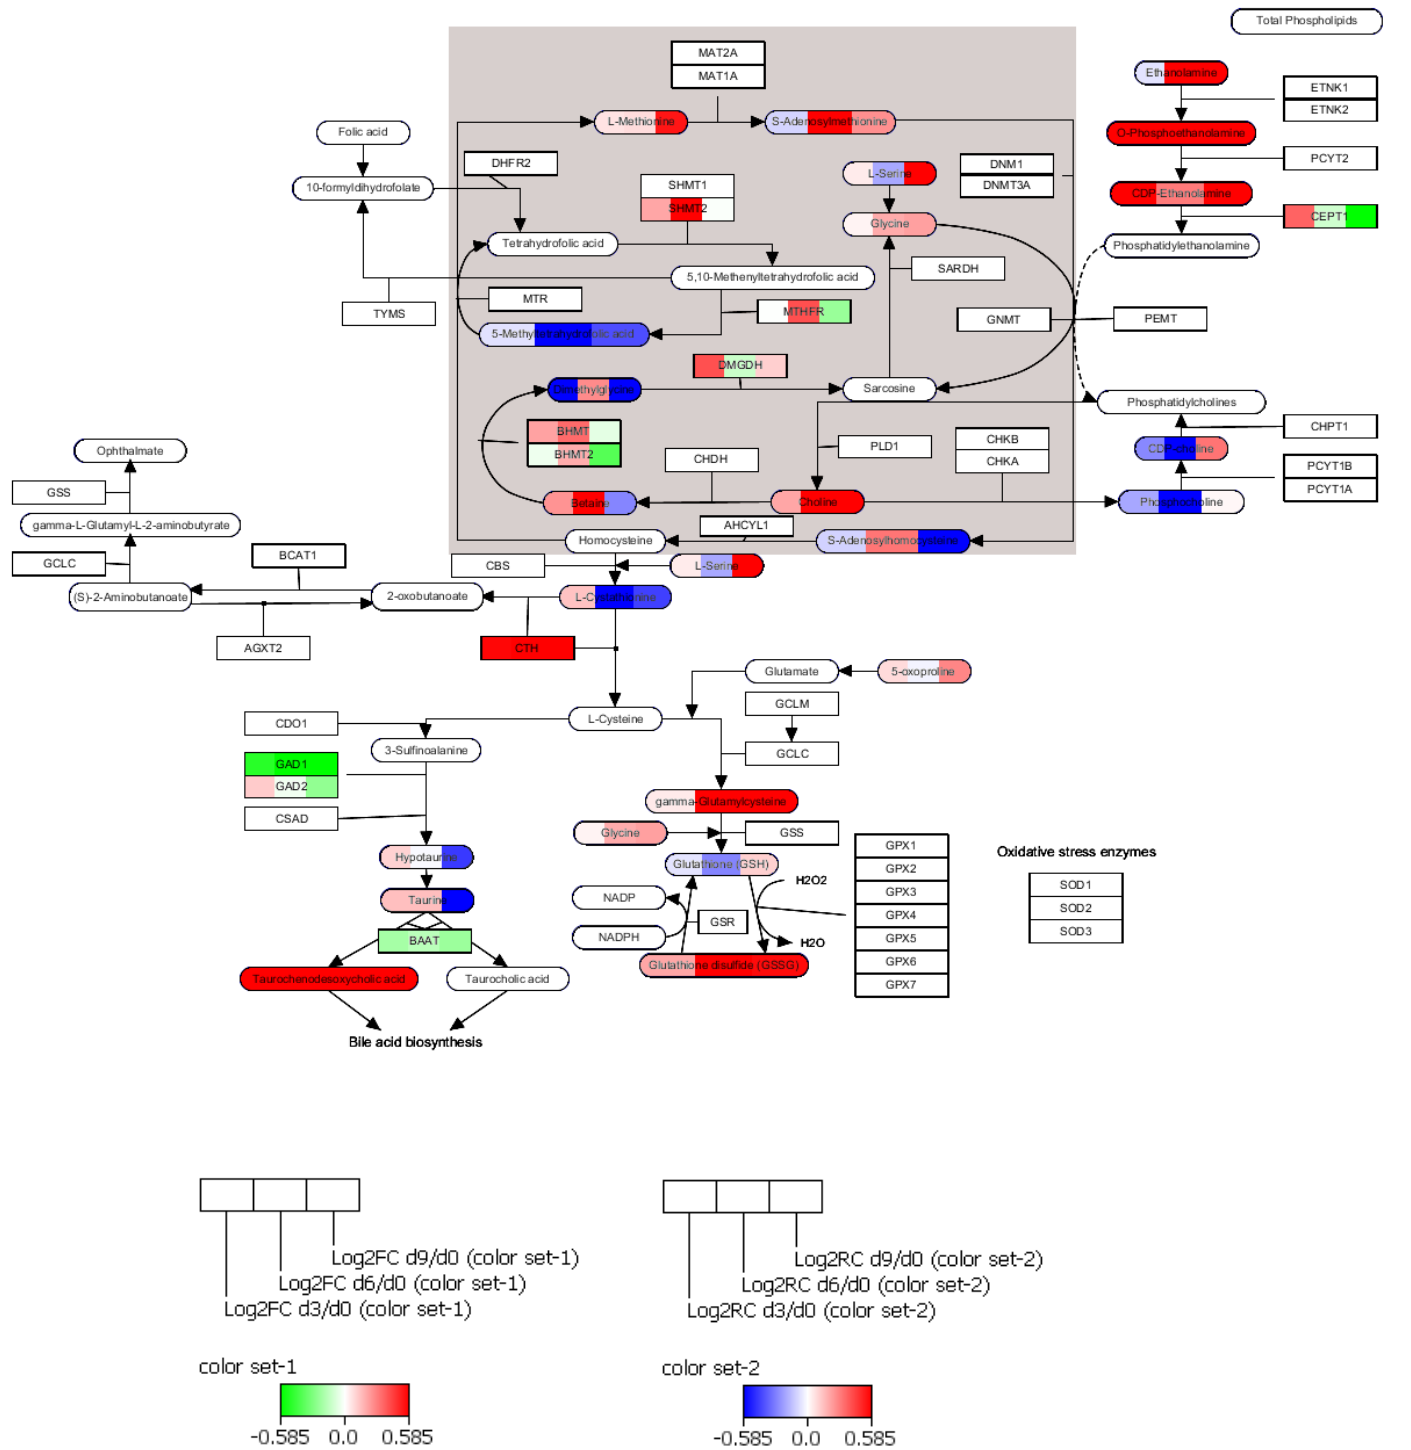

F

Amino Acid Interconversion

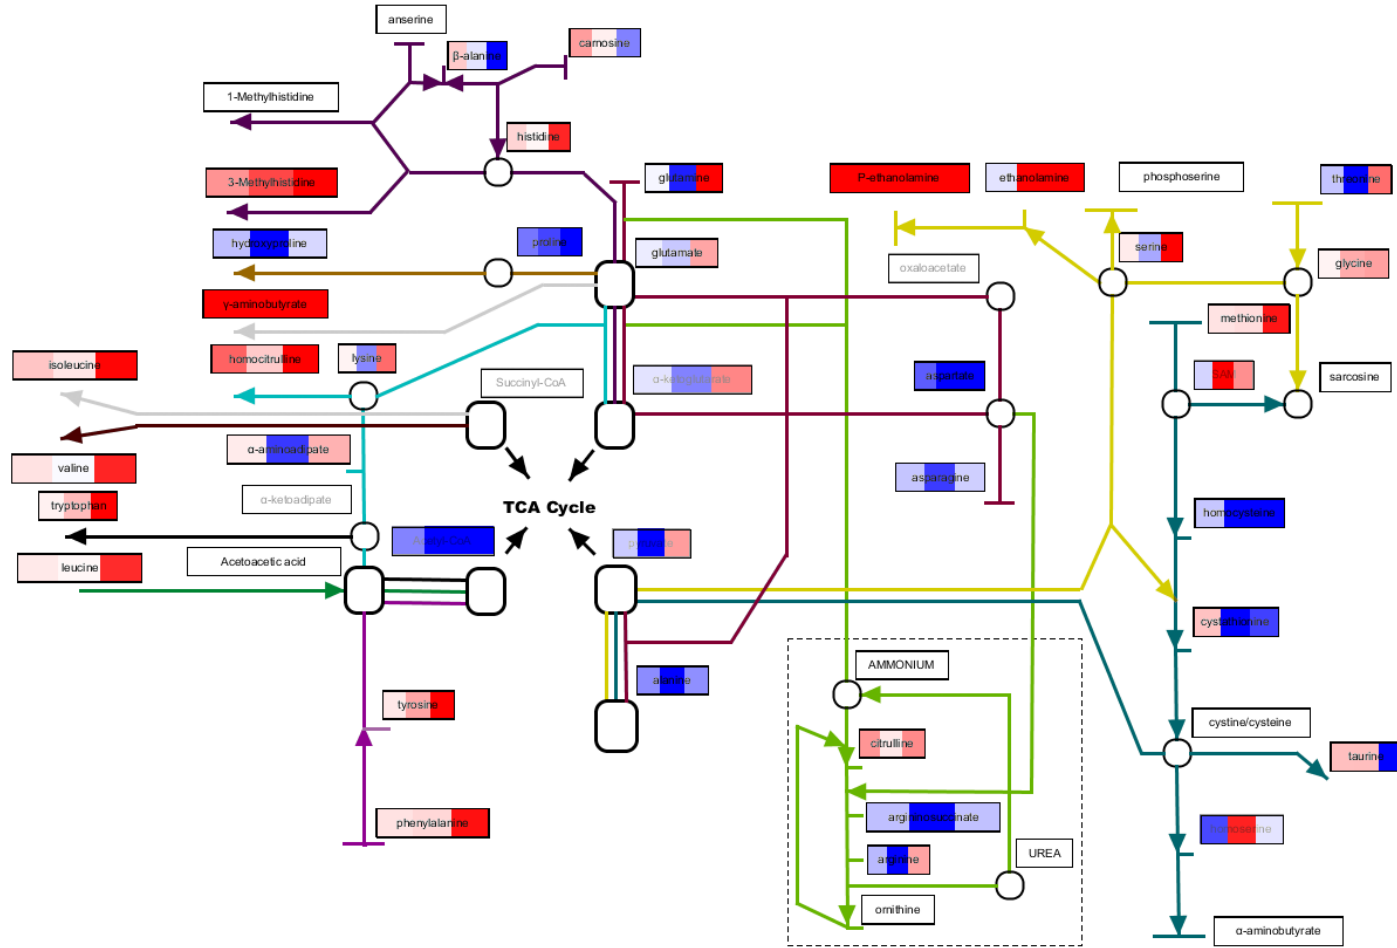

Log2FC d9/d0 (color set-1)  
Log2FC d6/d0 (color set-1)  
Log2FC d3/d0 (color set-1)

Log2RC d9/d0 (color set-2)  
Log2RC d6/d0 (color set-2)  
Log2RC d3/d0 (color set-2)

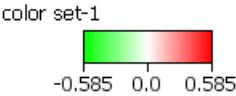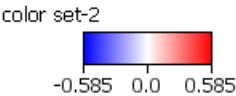

G

# Amino Acid Metabolism

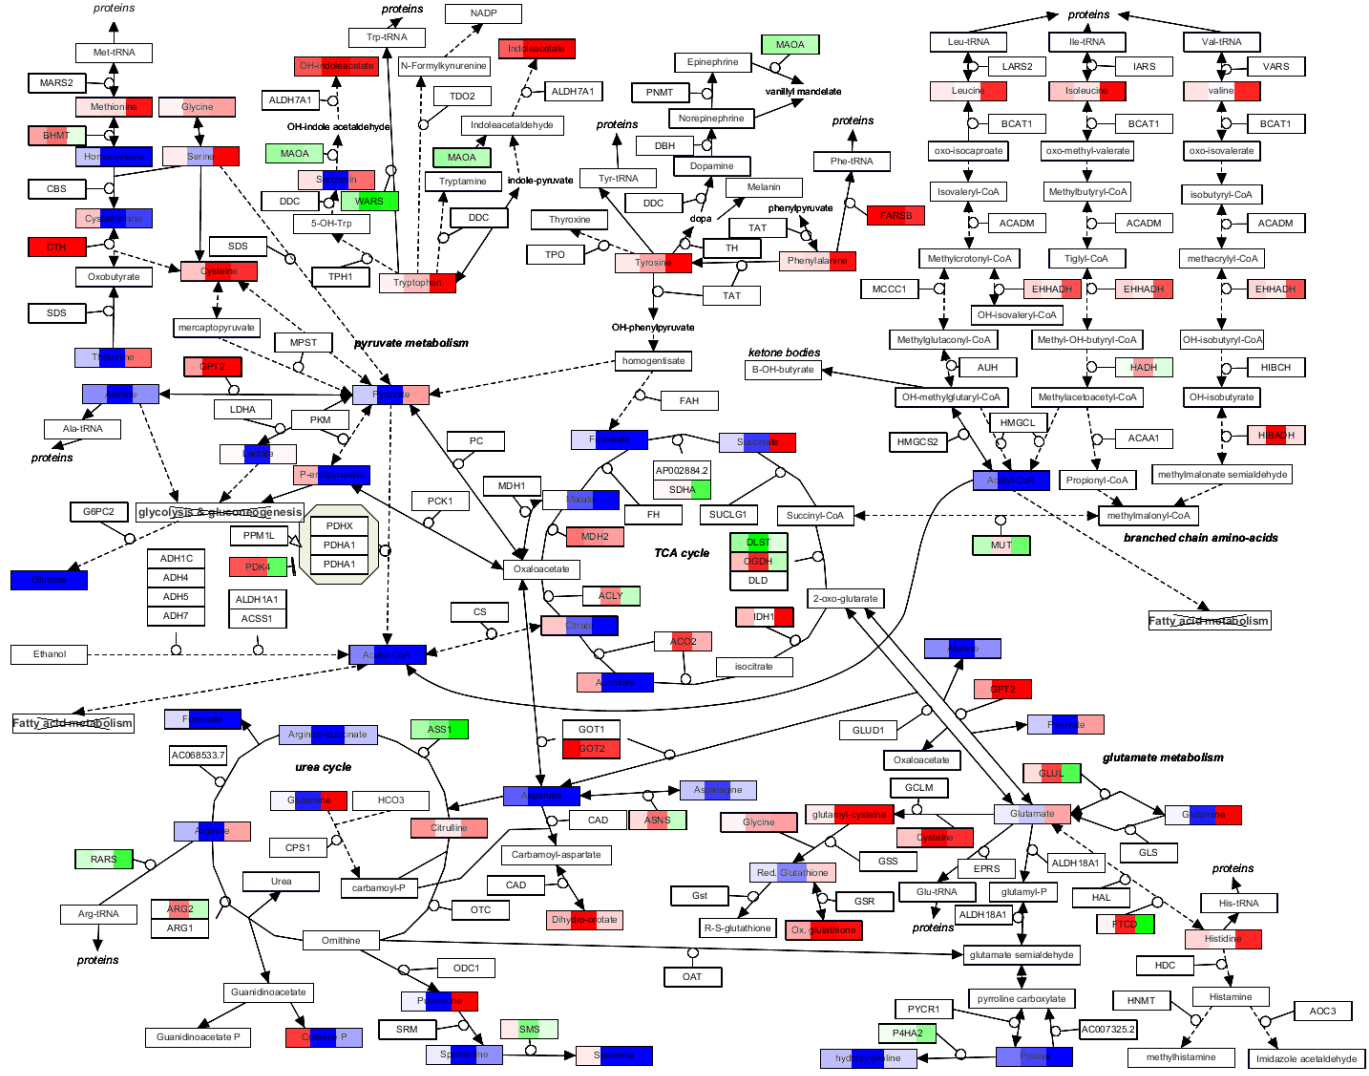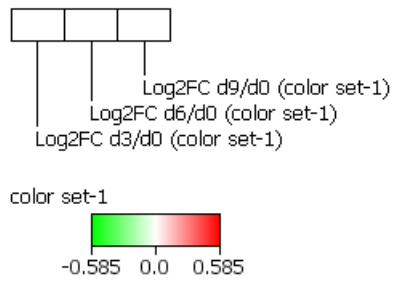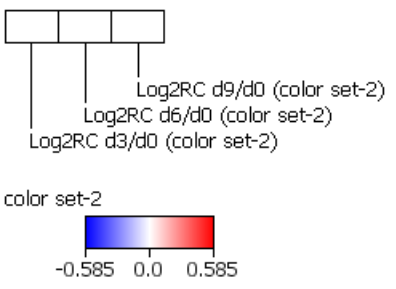

H

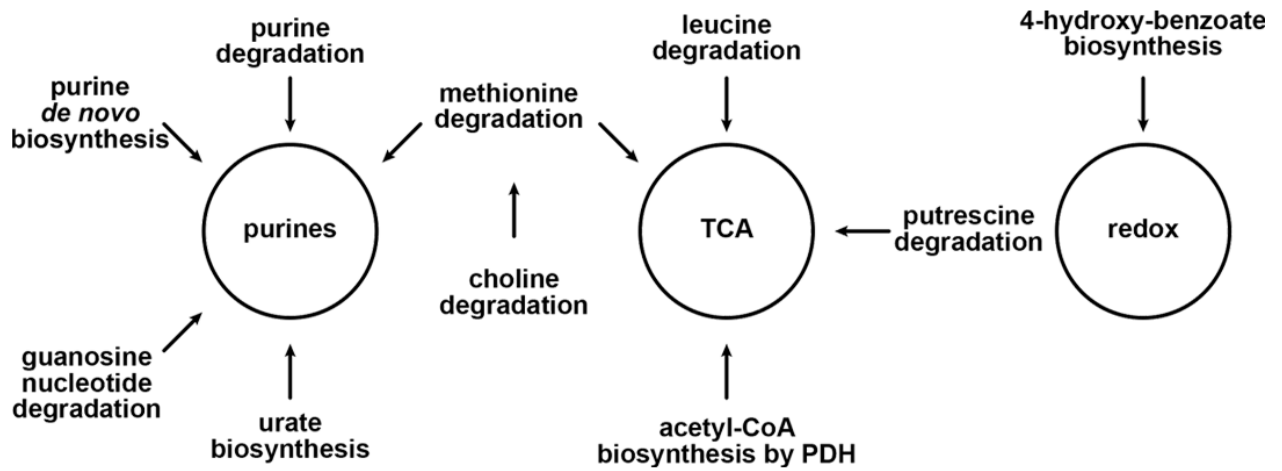

**Supplement:** S3 Fig — Metabolomics was performed in DN-POLG cells at days 0, 3, 6, and 9; N = 4 per time point. Differentially enriched metabolites were identified based on log2-transformed fold-changes in arbitrary detection units versus the mean at day 0 by a two-way ANOVA test (metabolite × time) at an adjusted Benjamini-Hochberg p ≤ 0.05, and are detailed in S3 Data. (A) Number of differential metabolites identified in DN-POLG cells at days 3, 6, and 9 of doxycycline supplementation compared to day 0 (circle plots, top), and their overlap between time points (Venn diagram, bottom). (B) Heatmap of significantly represented canonical metabolic pathways per Ingenuity Pathway Analysis [−log(p) > 1.3] based on differentially enriched metabolites in DN-POLG cells at days 3, 6, and 9 of dox-inducible mtDNA depletion. Coloring of listed pathway names correspond to clades of pathways inferred by unsupervised clustering of enrichment scores across timepoints. (C–G) Data integration of average log2-fold changes relative to day 0 in gene expression (down: green, up: red; numerical values reported in S1 Data) and metabolite enrichment (down: blue, up: red; numerical values reported in S3 Data) with PathVisio engine for (C) nucleotide metabolism, (D) Methionine De Novo and Salvage Pathway, (E) One-Carbon Metabolism and Related Pathways, (F) Amino Acid Interconversion, and (G) Amino Acid Metabolism. (H) Depiction of three metabolic nodes identified as the main drivers of the response to mtDNA depletion in DN-POLG cells by day 3, per Ingenuity Pathway Analysis. acetyl-Coa, acetyl coenzyme A; DN-POLG, dominant-negative DNA polymerase gamma transgene; mtDNA, mitochondrial DNA; TCA, tricarboxylic acid.

# Supplementary material for: Mitochondrial nicotinamide adenine dinucleotide reduced (NADH) oxidation links the tricarboxylic acid (TCA) cycle with methionine metabolism and nuclear DNA methylation
**Source:** PLoS Biol. 2018 Apr 18;16(4):e2005707. doi: 10.1371/journal.pbio.2005707

**A**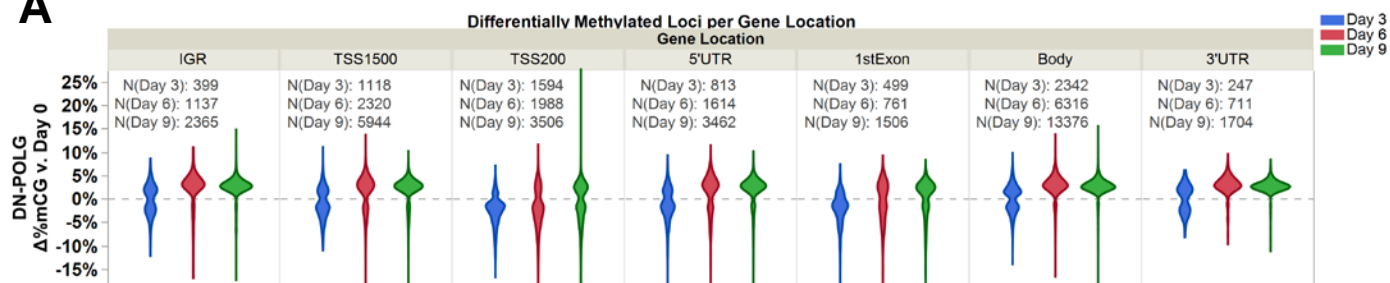**B**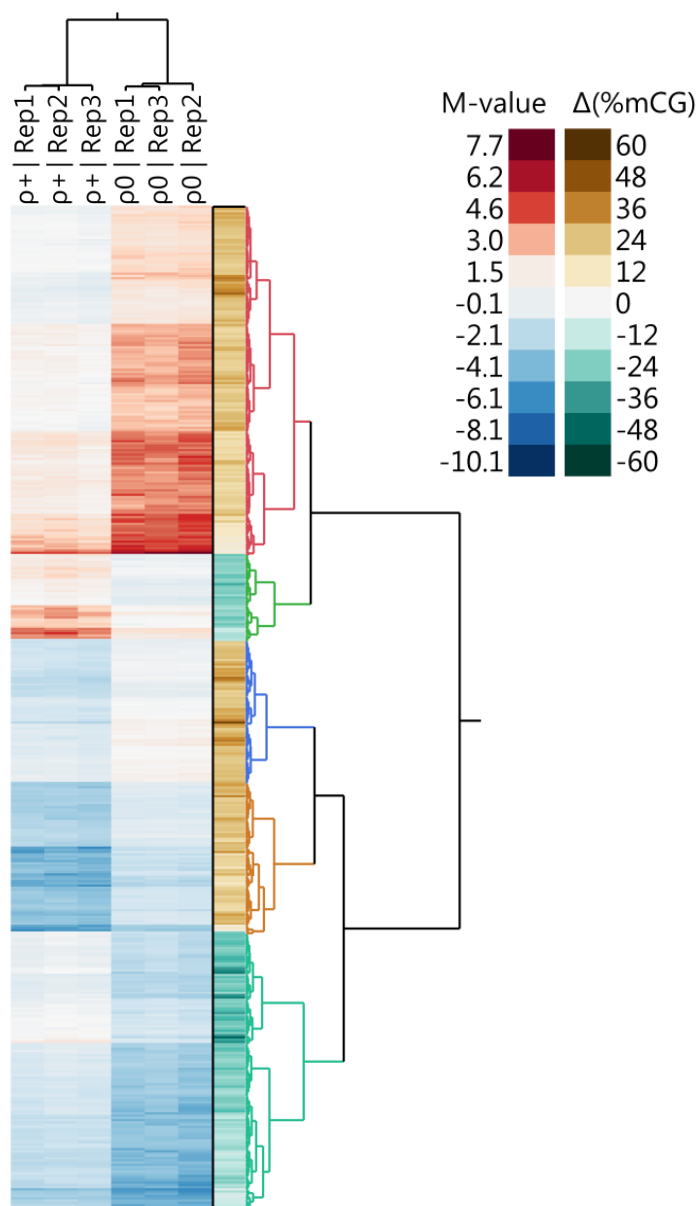

**C**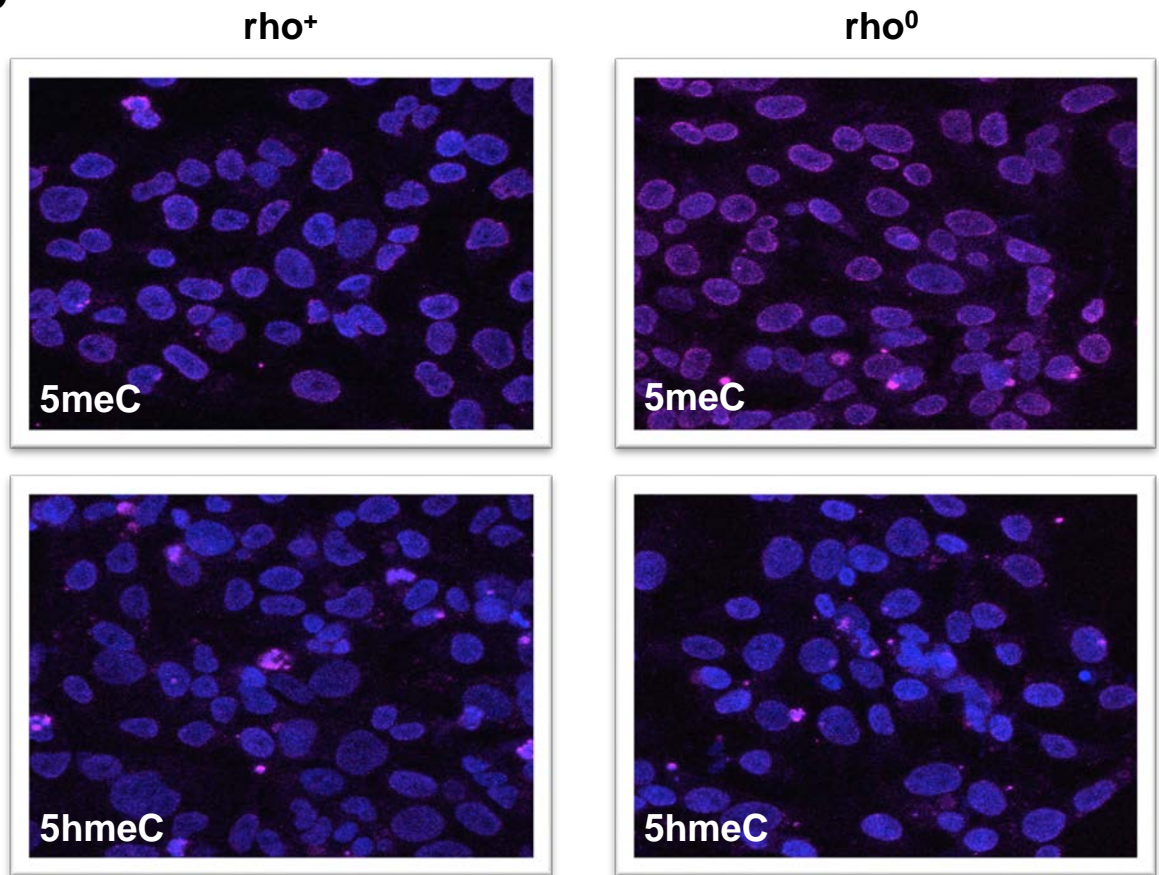**D**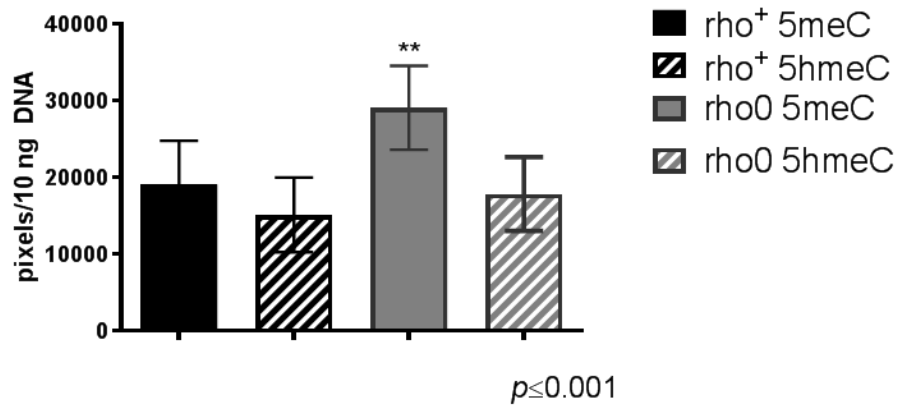

F

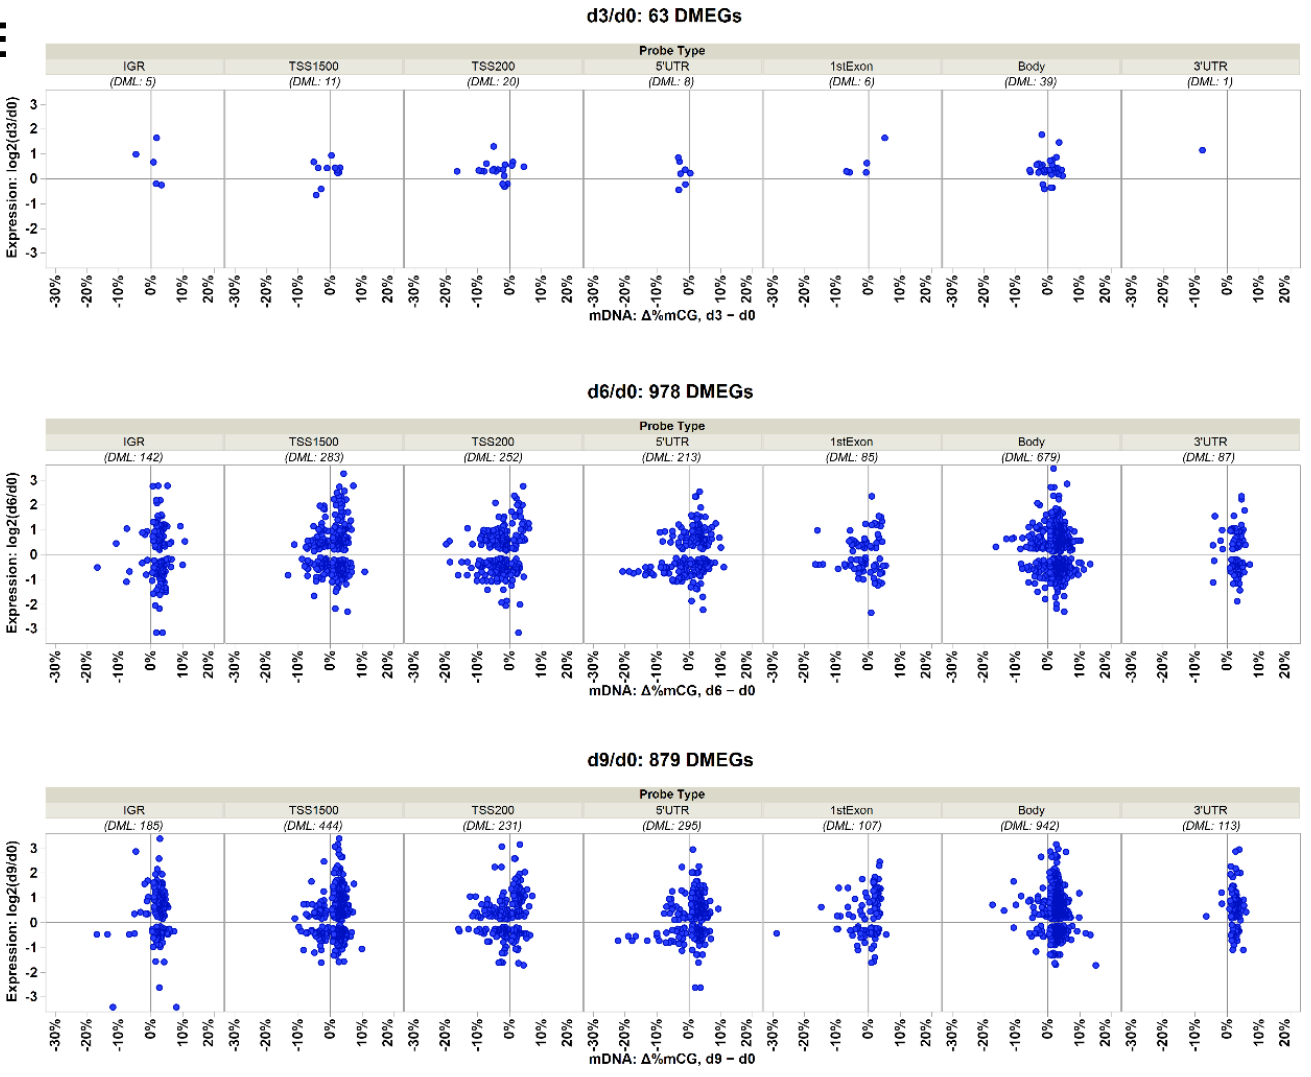

F

DN-POLG: Total DEGs 2,850  
DN-POLG: Total DMGs 12,461  
P-value (Chi-sq) 4.0E-07  
Odds Ratio (O/E) 0.81

|         | Observed |         | Expected |         | Rate   |
|---------|----------|---------|----------|---------|--------|
|         | DMG      | Not DMG | DMG      | Not DMG |        |
| DEG     | 1,627    | 1,223   | 1,749.1  | 1,100.9 | 57.09% |
| Not DEG | 10,834   | 6,620   | 10,711.9 | 6,742.1 | 62.07% |

G

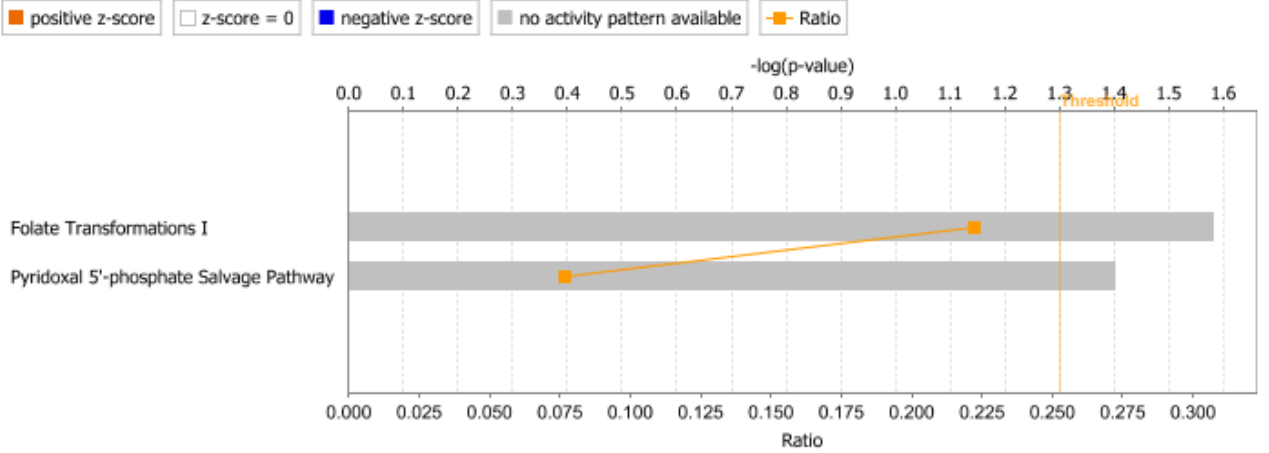

H

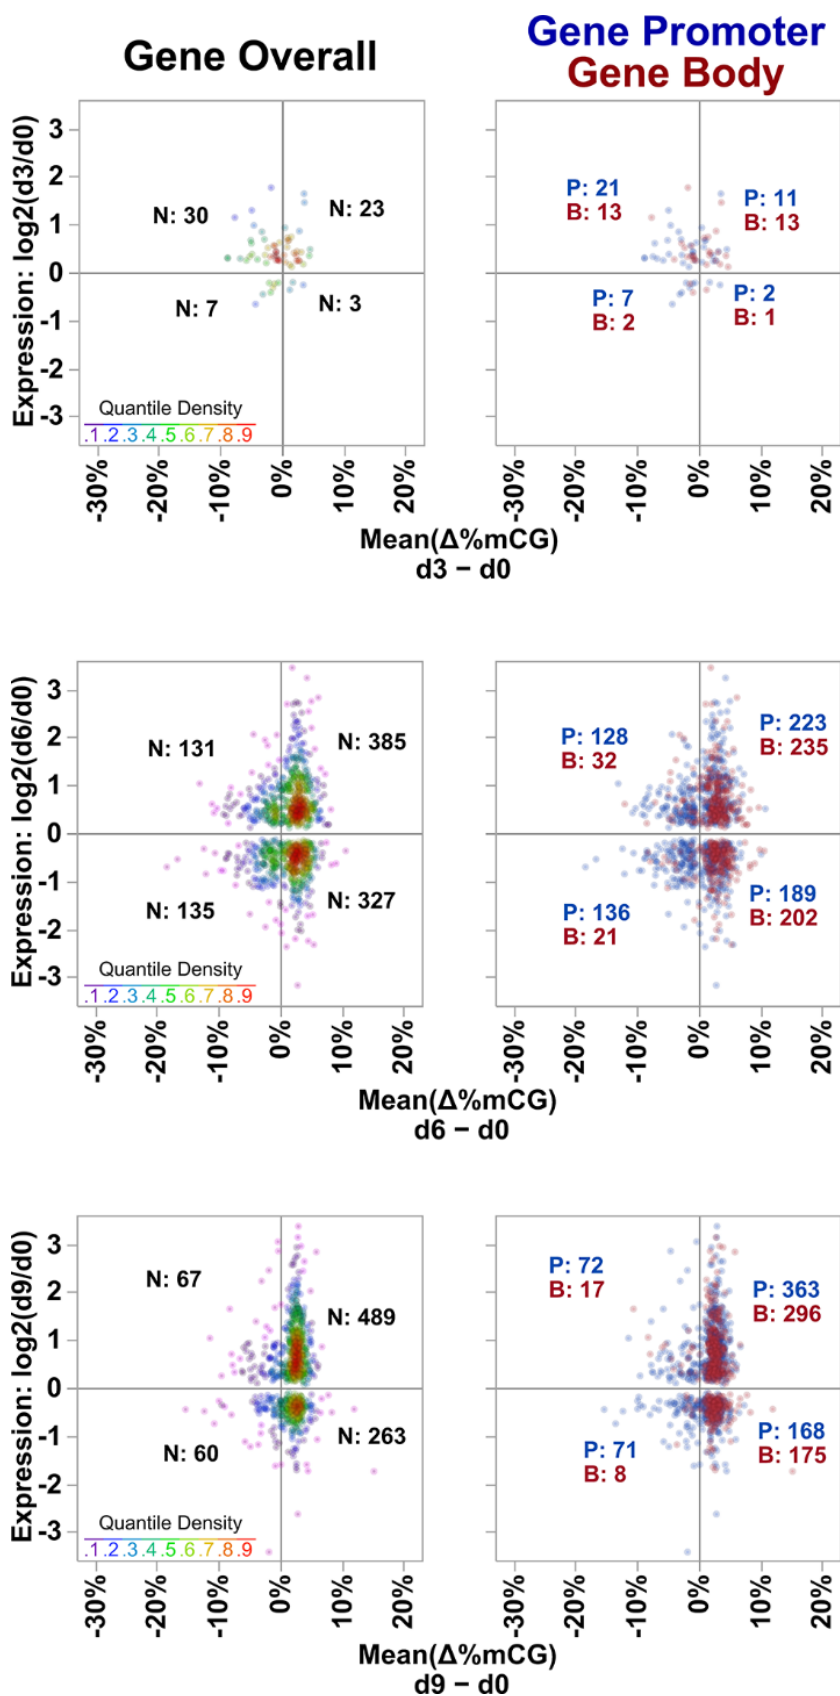

**Supplement:** S5 Fig — (A) Violin plots depict Δ%mCG for DML observed in DN-POLG cells by HM-450K BeadArrays broken down by probe annotated location: IGR, TSS 1500 and TSS 200, 5'UTR, 1st exon (exon 1 as per annotated reference genome), body (gene body), and 3'UTR. Number of DML at each time point is shown at the top of each plot frame within each time point and probe location class. (B) Unsupervised hierarchical clustering showing the percentage of methylation of individual locus, presented in each row, in either rho+ or rho0 cells based on Illumina 450K methylation arrays; N = 3. (C) Immunofluorescence using antibodies again 5meC or 5hmeC in both cell types; images taken with confocal microscope; blue—DAPI-stained nucleus; controls containing only primary or only secondary antibodies or background fluorescence are omitted. (D) Dot blots probing levels of 5meC or 5hmeC were performed in technical triplicates; N = 12. (E) Number of DMEGs in DN-POLG cells at each time point is shown above each panel. All identified differentially methylated probes relative to day 0 associated with DEGs in DN-POLG cells are shown. X-axis depicts the degree of methylation change while the y-axis shows the expression change for each respective DEG. (F) Expected versus observed number of genes that bear or do not bear changes in DNA methylation relative to DEGs in DN-POLG cells; p-value was calculated using chi-squared test. (G) Bar graph shows metabolic pathways identified enriched in 143B rho0 cells chronically depleted of mtDNA based on 621 DEGs that were also differentially methylated, per Ingenuity Pathway Analysis; the top x-axis depicts log10-tranformed significance score of enriched pathways, whereas the bottom ratio x-axis (bottom) and line plot (orange) reflects the proportion of members within each pathway that are present in the dataset. (H) Concordance between gene expression directionality (y-axis) and change in DNA methylation levels (x-axis) are presented for each time point. The number of DEGs

How the deposited data were processed for this re-analysis (not part of the article)

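The values are signal intensities of Affymetrix HG-U133 Plus 2.0 microarrays that the authors made with MAS5 in Affymetrix Expression Console and deposited on a linear scale, and log2 of these was taken with nothing added. Each array has a trimmed mean of about 500 signal units with the outer 2% left out; the paper does not state the scaling target. No further normalization between arrays was applied, and no value was missing in the 24 arrays.

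Of 54675 probe sets, 41097 carry 1 gene symbol in the platform annotation, 1801 several and 11777 none; 62 are controls. Of those with 1 symbol, 41043 were matched to RefSeq through their Entrez ID, and 0 symbols changed. Tested were probe sets with 1 symbol whose mean log2 signal was at least the median of the arrays of that cell line (a signal of 57.2 in HEK293 and 83.3 in 143B), which left 23132 probe sets of 12104 genes and 22786 of 11433.

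Adjusted p values at named genes and in counts come from limma 3.58.1 in R 4.3.3 (a linear model per probe set with moderated variance, Benjamini-Hochberg over the tested probe sets, threshold 0.05). The 18 HEK293 arrays entered one model with 6 group means, and the 6 arrays of 143B a model of their own. The difference between the responses of DN-POLG and NDI1/AOX cells was tested as an interaction. Each group has 3 cultures, and their number limits the precision. The legend of S1A Fig says that each culture round came from one starter culture, so replicate numbers were taken to pair samples within DN-POLG and within NDI1/AOX; the round was a block in one alternative only. For 143B nothing says that replicate numbers pair samples. The pairing was checked from correlations between the deviations of arrays from their group means. Same-numbered arrays correlated between DN-POLG days 0 and 3 (0.32 to 0.51) and days 0 and 6 (0.17 to 0.21), but not between days 0 and 9 of DN-POLG (-0.32 to 0.04) or of NDI1/AOX cells (-0.04 to 0.07), so for the day 9 comparisons the arrays do not bear the pairing out.

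Adjusted p values of gene lists come from limma's camera with a preset correlation of 0.01 and, as a second value, an estimated one, adjusted over 22 lists. Of these, 20 were written from known functions, among them mtDNA transcripts, ATF4 targets, serine and folate, methionine cycle, transsulfuration, polyamines, cholesterol synthesis, cytosolic tRNA synthetases, TCA cycle, respiratory chain, DNA methylation, glycolysis, proliferation, mitochondrial chaperones, interferon-stimulated genes, hypoxia, markers of 143B and of HEK293 cells, and RNAs that hold introns. The last was written after the first lines of S8 Data, a result of the DN-POLG arrays, had been read, and the other 19 before the data were examined. The remaining lists are the genes in the pathways of S2 Data for day 9.

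Named genes were set by rule: POLG and the mtDNA transcripts; genes the paper names for expression, among them FGF21, GDF15, SAT1, ATF4, MYC, PPARA, MFSD2A and BHMT; the 8 largest rises and 8 largest falls among genes that passed with arrays apart; and up to 4 members of each list with the smallest p. FGF21 and BHMT lay below the signal filter. No probe set of MFSD2A passed in any comparison. Values in the part of S7 Data and S8 Data at hand had been seen by then. That part is the first 1999 of the 18742 rows of S7 Data and the first 1999 of 16722 rows of S8 Data.

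The code was tested on simulated data with changes of known size before it was run on the arrays. The alternatives are 13 other choices of processing and each array left out in turn; one more, without replicate 1 of DN-POLG day 6, was chosen after seeing the data.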

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

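The tests of the paper's table, of exchanged labels, of RNA quality (the single arrays included) and doxycycline on the shared response, and of the day 0 level of ATF4 targets were chosen only after the result was seen.

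ATF4 targets are listed for a difference between groups: their response was larger in DN-POLG than in NDI1/AOX cells by a mean log2 of 0.62. The call held under each alternative at the preset correlation, but was lost with an estimated one (adjusted p = 0.255). A lower day 0 level in DN-POLG cells could account for part of this: at day 9 itself the targets were higher in DN-POLG cells by a mean of 0.30 (adjusted p = 1.68e-05 from camera, but 0.636 with an estimated correlation), so whether it accounts for all cannot be told apart at 3 cultures per group. An effect of NADH oxidation on the targets stays open as well, since the design holds no NDI1/AOX line without DN-POLG.

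Listed for the same reason are transsulfuration genes, with a mean difference of 0.49 (adjusted p = 0.0376 from camera), respiratory chain subunits, with -0.11 (adjusted p = 0.0128), proliferation genes, with -0.26, and genes in the pathways that S2 Data gives as higher at day 9, with 0.21 (adjusted p = 0.0227). With an estimated correlation the adjusted p was 0.255, 0.757, 0.262 and 0.582. With 1 array left out, the call of the S2 Data genes was lost without DN-POLG day 9 replicate 1 or 2, DN-POLG day 0 replicate 3, NDI1/AOX day 9 replicate 2 or NDI1/AOX day 0 replicate 2 (adjusted p 0.0507 to 0.959), that of the respiratory chain without replicate 2 of either DN-POLG day, NDI1/AOX day 9 replicate 2 or NDI1/AOX day 0 replicate 3 (0.0610 to 0.458), and that of transsulfuration in 8 of 12 cases (0.0507 to 0.260), all but DN-POLG day 0 replicates 1 and 3, NDI1/AOX day 9 replicate 1 and NDI1/AOX day 0 replicate 3. Other settings also ended calls: 3 for the S2 Data genes (0.148 to 0.591), 3 for the respiratory chain, quantile normalization among them (0.382 to 0.849), and 6 for transsulfuration (0.0653 to 0.591), 1 of the 6 chosen after seeing the data. The call of proliferation held. At day 9 itself the difference between the models was 0.13 for transsulfuration (adjusted p = 0.480 from camera), 0.10 for respiratory chain subunits (0.0464), the opposite sign, -0.10 for proliferation (0.0612) and 0.11 for the S2 Data genes (0.0612), each with 0.745 at an estimated correlation. The day 0 levels thus hold part of the difference in response for the other lists and more than all of it for the respiratory chain. The genes of S2 Data were chosen by the study on DN-POLG RNA and are not independent evidence.

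The response that both cell models share at day 9 covers 1160 calls in the same direction, where independent lists would share 189. A gene with probe sets in both directions can count in each. Lower RNA quality in the NDI1/AOX day 9 cultures is argued against as the whole cause by the changes in DN-POLG cells. Of the NDI1/AOX calls, 51.3% were also made in the same direction in DN-POLG cells. There the 3' to 5' ratios of the days overlap. Taken in their direction in NDI1/AOX cells, the genes called there had a median change of 0.84 to 1.03 in the DN-POLG day 9 arrays. In the day 0 arrays, each set against the others, it was -0.26 to 0.28. Within day 9 the change did rise with the ACTB ratio, so a part of RNA quality in its size stays open. The count itself cannot decide, since it is the pattern to be explained. A direct effect of doxycycline that is complete by day 3 is argued against by the genes called in NDI1/AOX cells: taken in their direction there, their median change in DN-POLG cells was -0.10 at day 3 (arrays -0.23 to 0.06), 0.57 at day 6 and 0.92 at day 9. Time in culture, the loss of mtDNA itself and a late effect of doxycycline stay open, since each day 9 culture had all of them.

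Day 6 of DN-POLG cells is listed as a signal in data the paper did not analyse on arrays: 297 genes passed against day 0, 65 higher, 226 lower and 6 in both directions, and 42 with the culture round as a block. NUPR1 was higher by 3.36 (adjusted p = 0.00827 from limma), EIF2AK4, a kinase that senses uncharged tRNA, by 2.80 (adjusted p = 0.00123, but 1.24 and 0.109 with its probe sets averaged) and CRYAB, a small heat shock protein, by 2.33, while OLFML2A, an extracellular matrix protein, had -3.12, with a day 6 signal under the filter. With the 6 arrays of these days alone in the model NUPR1, EIF2AK4, CRYAB and OLFML2A lost their calls (adjusted p 0.0564 to 0.656), and 1 gene passed. POLG had 3.60, ATP6 -1.57 without passing (adjusted p = 0.0514, but 0.0323 to 0.0358 without replicate 1 of day 6 or 2 of day 0) and COX2 -1.03, which passed (adjusted p = 0.0453) but not with any 1 of the 6 arrays left out (0.0548 to 0.102). The COX2 call was also lost in 4 other settings, the culture round as a block among them (0.0812 to 0.695). ATP6 did pass in 4 other settings, array weights among them (adjusted p 0.00796 to 0.0444). Quantile normalization gave 71 higher and 99 lower. The count was 159 and 135 without replicates 1 and 3 of day 6, and 134, 813 and 50 without replicates 1, 2 and 3 of day 0. Replicate 1 of day 6 had an ACTB ratio of 3' to 5' probe sets of 8.92, against 1.08 to 1.75 at day 0. Of the 297 genes, 64 of those that rose and 181 of those that fell were called in the same direction at day 9. Independent lists would share 2.87 and 22.4. In opposite directions, 19 rose at day 6 and fell at day 9, against 6.86, and 15 did the reverse, against 9.37. Genes with probe sets in both directions, 6 at day 6 and 67 at day 9, enter these counts both ways. Both comparisons use the same day 0 arrays, so part of the excess in the same direction may come from them. Across genes the covariance was 0.191 against 0.0574 in simulations of unchanged groups.

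Each set of 6 arrays allows 10 splits into 3 and 3, too few for a share under 0.05. Of the 10, as many genes as the real split passed in 1 for day 9 of DN-POLG (1591, highest other 1), 1 for day 9 of NDI1/AOX (2188, highest other 0), 1 for day 0 between the models (1, highest other 0), 1 for day 6 (297, highest other 89), 1 for 143B (1304, highest other 0) and 10 for day 3 (0, highest other 0). For the difference between the responses, 100 splits were drawn, and all 100 give at least the real 0 by construction, so they say nothing about chance. The highest other gave 1560; these splits mix the days within each cell model, and the day is a structure of the samples.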

How the results depend on the processing

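The setting without replicate 1 of DN-POLG day 6 was chosen only after the result was seen. Of 150 results for named genes and lists, 64 kept direction and call under every alternative, 83 lost or gained a call and 3 turned direction; of 2757 alternative values 2459 were the same. The cause was not tested for any change below. Genes near the background, with a signal under 57.2 in HEK293 cells, were not tested, which limits what the counts cover.

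DN-POLG day 9: 1591 genes became 990 with no filter on dim probe sets, 294 with the groups of the comparison alone, 4221 with array weights, 880 with probe sets averaged, and 861 to 1827 with 1 array left out. MYC had -1.06 to 0.43 with 1 array left out, turned without replicate 3 of day 0. NDI1/AOX day 9: 2188 became 5359 with its groups alone, 6642 with array weights and 1166 to 1707 with 1 array left out; at an unadjusted p 4499 became 7065 and 7652, and 3487 to 4044. ASNS turned to -0.11 after quantile normalization. Without replicate 1 of DN-POLG day 6 the adjusted counts were 2224 and 3100.

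Day 0 between the models: 1 gene became 2 with a pseudocount, 2 with no dim filter, 0 without probe sets that match several transcripts, 2 with its groups alone, 942 with array weights and 1 to 4 with 1 array left out; 1000 unadjusted became 1682 with no filter, 646 at the 70th percentile, 4171 with array weights and 556 to 2412. Difference between the responses: 0 became 4 with no filter, 34 with array weights and 0 to 10. Day 3: 0 became 195 with array weights and 0 to 1. Day 6: 297 became 173 after quantile normalization, 188 with medians made equal, 32 with no filter, 1 with its groups alone, 872 with array weights, 67 averaged and 50 to 813. 143B: 1304 became 376 with no filter, 89 with the methods' ANOVA, 5451 with array weights and 192 to 3979; its serine and folate list (mean -0.19) turned the direction of its camera test at -0.12 with no filter, -0.064 at the 70th percentile, -0.11 without rho0 replicate 1 and -0.14 without rho+ replicate 3 (-0.29 to -0.11 with 1 array left out).

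With replicates as a block, day 6 became 42, GDF15, SNORA78 and COX2 at day 6 and the polyamine list in NDI1/AOX cells lost their calls, transsulfuration at day 9 gained one, and no other call of a named gene or list changed in HEK293 cells; of the genes counted at day 9, 1213 of 1591 kept their call in DN-POLG and 1790 of 2188 in NDI1/AOX cells. For 143B the block gave 556, but nothing says its replicates are paired: the r of deviations at the same number was -0.18 to 0.07.

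Calls lost with 1 array left out, by adjusted p, include ARMC8 (0.0608 to 0.0977), PPP1R10 (0.0584 to 0.115), GARS1 (0.0562 to 0.0618) and SNORA78 (0.0732 to 0.163) in DN-POLG cells, ZZEF1 (0.0683 to 0.150), METTL9 (0.101 to 0.180), MRTFB (0.0814 to 0.157), ANKRD1 (0.0738 to 0.0841), TRIO (0.0523 to 0.0624), GAS1 (0.0569 to 0.0701) and MAT2A (0.0911 to 0.122) in NDI1/AOX cells, and NDUFA6 (0.0550 to 0.0969) and SLC2A3 (0.0525 to 0.104) in 143B.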

Differences from the paper's values

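For the counts below, the methods state ANOVA at a level of 0.05, and the text says that those with adjustment are for the false discovery rate, without a value of its own; limma is used here, at 0.05 in both cases. Values of the paper's tables come from the part of S7 Data and S8 Data at hand. The alternatives named here were set before the data were examined.

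For NDI1/AOX day 9 against day 0, the paper gives 0 genes with adjustment and 23 without; the values here are 2188 and 4499, and each of the 19 alternatives also differs. For ATP6 the paper's table gives a log2 fold change of -0.986 on the brighter probe set and -0.183 on the other, against -2.22 and -1.93 here. For ATF4 the paper's is 0.0763, against 0.515 here. All alternatives run for these genes differ too. The groups set against each other may not be the same in both cases. The part of the paper's table at hand follows best a split of the NDI1/AOX arrays that mixes the days. With that split ATP6 had -0.979 on the brighter probe set and -0.309 on the other, and ATF4 had 0.144. Which arrays the paper compared stays open.

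For NDI1/AOX against DN-POLG at day 0, the paper gives 0 genes and the count here is 1. It is 0 with probe sets that can match several transcripts left out, and the 18 other alternatives differ.

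For DN-POLG day 9 against day 0, the paper's table gives -1.26 for the dimmer ATP6 probe set, against -2.79 here. For the most changed PPARA probe set it gives -1.93, against -3.74, and all alternatives for both differ. The day 9 signals of both probe sets lay under the signal filter, so the sizes found here are uncertain. For another PPARA probe set the paper's value is -1.09, against -1.90, and the alternative that averages a gene's probe sets does not differ. For COX2 the paper's values are -2.11 and -2.14, against -1.85 and -1.87 here. Neither differs without replicate 1 of day 9 or replicate 1 or 3 of day 0, nor does the former after quantile normalization or with the groups of the comparison alone in the model; the others differ.

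The paper states that maintained NADH oxidation prevents differential expression, while the NDI1/AOX arrays hold 443 genes that rose and 1670 that fell. For the difference between the responses 0 genes passed, and 34 with array weights. That test recovered 38.8% of simulated differences of a log2 of 2, so its count cannot show that the responses are equal.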

Other observations

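The tests of the paper's table, of exchanged labels and of single arrays against their RNA quality were chosen only after the result was seen.

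At day 3 of doxycycline in DN-POLG cells POLG had a mean signal of 3195 (log2 fold change 3.26 over day 0), but no gene passed with limma (smallest adjusted p = 0.368), 594 passed at an unadjusted p and the methods' ANOVA gave 0. The mtDNA transcripts as a group were lower, with a mean of -0.35 (adjusted p = 0.00148 from camera, but 0.0558 without replicate 3 of day 0), respiratory chain subunits had a mean of -0.13 (adjusted p = 6.33e-07, but 0.104 to 0.124 without replicate 3 of day 3 or 2 of day 0, and 0.194 after quantile normalization), cholesterol synthesis -0.16 (adjusted p = 0.00691) and ATF4 targets 0.25 (adjusted p = 0.0125). With an estimated correlation the lowest adjusted p of any list was 0.303. At day 6, the mtDNA transcripts had a mean of -0.90 (adjusted p = 4.27e-04), ATF4 targets 0.51 (adjusted p = 1.60e-05) and cytosolic tRNA synthetases 0.47 (adjusted p = 5.19e-06), with 3 of 17 synthetases higher (5 when adjusted over the list alone). With an estimated correlation the lowest at day 6 was 0.119.

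The NDI1/AOX count of 2188 is set against none in the paper, and the possible explanation that its table compares other groups was tested. Of the 10 ways to split the 6 NDI1/AOX arrays, the log2 fold changes in the part of S7 Data at hand follow best the one that exchanges replicate 1 of day 9 with replicate 3 of day 0 (r = 0.845 over 1820 probe sets, median difference 0.0660), ahead of the split by day (r = 0.824, median difference 0.315, slope 0.268); for DN-POLG cells S8 Data follows the split by day (r = 0.963). With those groups limma calls 0 genes at the adjusted threshold and 182 without adjustment, and ATP6 has -0.98 against the paper's -0.986 on one probe set but -0.31 against -0.183 on the other, and ATF4 0.14 against 0.0763. Days exchanged in the deposited labels are argued against: in each of the 3 rounds POLG is higher and the median mtDNA probe set lower at day 9, with the smallest fall at -0.88. Which arrays the paper compared stays open, since the r of the best splits lie close together and the table is at hand in part; tests planned for a low count in NDI1/AOX cells had none to explain.

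In DN-POLG cells most called genes were lower at day 9, while of the RNAs that hold introns 6 rose and 4 fell. Lower RNA quality at day 9 would need higher 3' to 5' ratios in the day 9 arrays, but those of ACTB overlapped (1.06 to 1.77 at day 9, 1.08 to 1.75 at day 0), as did those of GAPDH. For the genes called in NDI1/AOX cells, taken in their direction there, the median change rose with the ACTB ratio within day 9. It was 0.84, 0.86 and 1.03 at ratios of 1.06, 1.15 and 1.77. In the day 0 arrays, each set against the others, it was -0.26, 0.28 and -0.02 at ratios of 1.08, 1.19 and 1.75. Each day 9 array thus lay above each day 0 array, although the ratios overlap. This argues against RNA quality as the whole cause of the change in those genes, but a part in its size stays open. For genes called in DN-POLG cells alone RNA quality was not tested.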
